# Synergy between the anthocyanin and RDR6/SGS3/DCL4 siRNA pathways expose hidden features of *Arabidopsis* carbon metabolism

**DOI:** 10.1038/s41467-020-16289-3

**Published:** 2020-05-15

**Authors:** Nan Jiang, Aimer Gutierrez-Diaz, Eric Mukundi, Yun Sun Lee, Blake C. Meyers, Marisa S. Otegui, Erich Grotewold

**Keywords:** Metabolic engineering, Epigenetics, Plant genetics, Secondary metabolism

## Abstract

Anthocyanin pigments furnish a powerful visual output of the stress and metabolic status of *Arabidopsis thaliana* plants. Essential for pigment accumulation is TRANSPARENT TESTA19 (TT19), a glutathione *S*-transferase proposed to bind and stabilize anthocyanins, participating in their vacuolar sequestration, a function conserved across the flowering plants. Here, we report the identification of genetic suppressors that result in anthocyanin accumulation in the absence of TT19. We show that mutations in *RDR6*, *SGS3*, or *DCL4* suppress the anthocyanin defect of *tt19* by pushing carbon towards flavonoid biosynthesis. This effect is not unique to *tt19* and extends to at least one other anthocyanin pathway gene mutant. This synergy between mutations in components of the RDR6-SGS3-DCL4 siRNA system and the flavonoid pathway reveals genetic/epigenetic mechanisms regulating metabolic fluxes.

## Abstract (web summary)

*TRANSPARENT TESTA19* (*TT19*) encodes a glutathione *S*-transferase which functions in anthocyanin stabilization and vacuolar transport. Here, by *tt19* suppressor screening, the authors show that RDR6/SGS3/DCL4 siRNA pathway constituents synergistically interact with components of the flavonoid pathway to control carbon metabolism.

## Introduction

The conspicuous colors and non-essential nature of anthocyanin pigments have made their biosynthesis one of the best-studied plant metabolic pathways^1^. Anthocyanins are flavonoid pigments synthesized on the cytoplasmic surface of the endoplasmic reticulum^2^ and transported to vacuoles, where the acidic pH bestow upon them characteristic red, purple or bluish coloration. Flavonoids are derived from primary metabolism, through the general phenylpropanoid pathway, from the amino acid phenylalanine or tyrosine^3^. Anthocyanin pathway enzymes can be divided into those involved in making the anthocyanidin core, and those mediating modifications, including glycosylation, acylation, and prenylation^4^. The extensive knowledge on anthocyanin biosynthesis enzymes from many plants contrasts with how little is known about the mechanisms by which these pigments are transported from their site of synthesis to the vacuole^5,6^. Key players in this process are a group of conserved glutathione *S*-transferase (GST) proteins and ABC transporters that interact with anthocyanins^7–9^ and are believed to facilitate their transport across the tonoplast^10,11^. The first GST described as associated with anthocyanin transport was maize BRONZE2 (BZ2), initially believed to conjugate glutathione to cyanidin-3-*O*-glucoside (C3G)^12^. Subsequent studies in maize and other plants, however, failed to identify anthocyanin-glutathione conjugates^7^.

In *Arabidopsis*, TRANSPARENT TESTA19 (TT19) is the functional homolog of BZ2 and is required for the accumulation of anthocyanins as well as proanthocyanidin (PA) pigments in the seed coat^13^. TT19 shows a broad subcellular distribution and can bind cyanidin as well as C3G^8^. There are eight *tt19* mutant alleles that have been characterized to some degree (Supplementary Table 1). How TT19 and related GST proteins function to promote pigment accumulation remains unclear, but some possible roles for these GSTs include the stabilization of anthocyanins and/or PA precursors, or cooperation with transporters for vacuolar uptake^5^.

*TT19* is controlled by the R2R3-MYB transcription factor PRODUCTION OF ANTHOCYANIN1 (PAP1/MYB75)^14,15^, and to a lesser extent, PAP2/MYB90, MYB113 and MYB114^16,17^. *PAP1* expression, and therefore anthocyanin accumulation, can be induced by high light, likely through the HY5 pathway^18,19^; by high-sucrose levels^16^, such as those found during senescence^20^; or in *Arabidopsis* seedlings grown under anthocyanin inducing conditions (AIC), such as 3% sucrose and strong light^21–23^. *PAP1* mRNA accumulation is also under the control of *TRANS-ACTING SiRNA GENE 4 (TAS4)*^24^, which is cleaved by miRNA828 producing a set of small interfering RNAs (tasiRNAs) in a process that requires RNA-DEPENDENT RNA POLYMERASE 6 (RDR6), SUPPRESSOR OF GENE SILENCING 3 (SGS3), and DICER-LIKE 4 (DCL4)^25,26^. The resulting tasiRNAs include TAS4-siRNA81(-), which targets the mRNAs of *PAP1*, *PAP2*, and *MYB113*^24,27^.

To investigate possible connections between anthocyanin pathway regulation, metabolic flux, and product sequestration, we screened for genetic suppressors that allow anthocyanins to accumulate in seedlings in the absence of TT19 function. Here, we show that all six *tt19-8* suppressors identified correspond to components of the RDR6-SGS3-DCL4 small RNA system. We demonstrate that *PAP1* over-expression is insufficient to restore anthocyanin accumulation in the *tt19* mutant. Indeed, our metabolic analyses show that, contrary to a pulling effect of PAP1 through an increased demand for carbon from the flavonoid pathway, the combination of *tt19* and mutations in *rdr6*, *sgs3* or *dcl4* results in a significant push into the pathway, with three to five times more carbon devoted to flavonoid production. In seedlings, this carbon is derived from sucrose through central metabolism, and from the down-regulation of other metabolic pathways. By combining *rdr6* with *tds4* (impairing the expression of leucoanthocyanidin dioxygenase)^28^, we demonstrate that the increased carbon influx to the flavonoid pathway is not unique to the combination of *tt19* and *rdr6* mutations, but more likely a generalized consequence of the inability to properly accumulate flavonoids. Our findings support a model in which the small RNAs derived from the RDR6-SGS3-DCL4 system provide a regulatory layer over central metabolism that is only exposed when combined with specialized metabolism dysfunctions.

## Results

### Identifying *tt19* suppressor mutations

To investigate the role of TT19 in flavonoid/anthocyanin stabilization and to simultaneously discover components of a possible degradation pathway, we embarked on identifying *tt19* genetic suppressors by mutagenizing homozygous *tt19-8* (SALK_105779C) seeds with ethyl methanesulfonate (EMS). We germinated the M2 seed pools and scored for restoration of anthocyanin pigmentation in 4 day-old seedlings grown under AIC. We identified eight pigmented seedlings and named them *tt19* suppressors S1–S8 (Fig. 1 and Supplementary Fig. 1). Based on the anthocyanin content of seedlings grown in AIC, compared to wild-type (100%) and *tt19-8* (11%), the eight *tt19* suppressors were grouped as strong (49–58%) (S1, S2, S7, and S8), or weak (27–35%) *tt19* suppressors (S3, S4, S5, and S6) (Fig. 1).

**Fig. 1:**
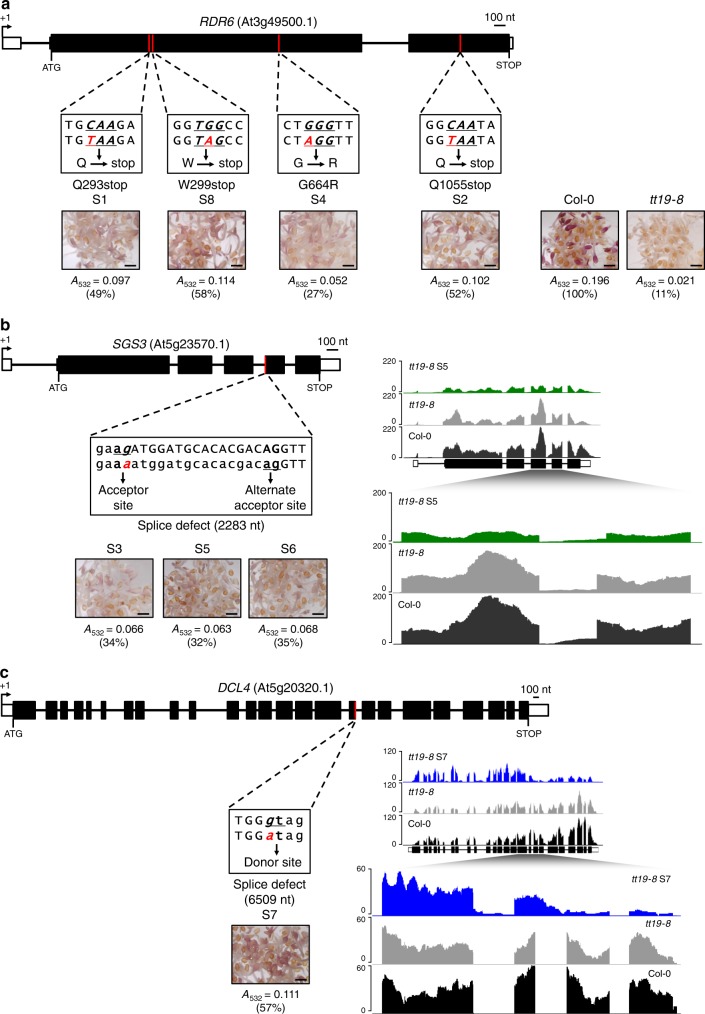
Molecular characterization of the *tt19-8* phenotypic suppressors S1-S8 and corresponding anthocyanin accumulation. **a** Structure of the *RDR6* gene indicating the position and nature of the EMS-induced mutations for the S1, S8, S4, and S2 suppressors. The images show 4-day-old seedlings grown in AIC and accumulating various levels of anthocyanins evaluated by absorbance at 532 nm (A_532_), and normalized to the dry weight of the seedlings. The levels present in Col-0 were taken as 100%. **b** Structure of the *SGS3* gene indicating the mutations for the S3, S5, and S6 suppressors. All three suppressors showed similar levels of anthocyanins in AIC and the same mutation, which abolishes a splicing acceptor site. The genome browser image on the top right shows the reads obtained in RNA-seq experiments for S5, and the region demonstrating the use of an alternate splicing acceptor site in the S5 mutant is shown expanded on the lower image. **c** Structure of the *DCL4* gene indicating the mutation for the S7 suppressor, which abolishes a splicing donor site, as evidenced by the genome browser images comparing the RNA-seq reads of Col-0, *tt19-8*, and S7. Similar anthocyanin quantification results were obtained from at least three independently repeated experiments. Bar, 400 μm.

The eight *tt19* suppressors were back-crossed with *tt19-8* and F2 seeds (BC_1_F_2_) were grown in AIC. The resulting seedlings showed the expected segregation of ~25% pigmented and ~75% non-pigmented, confirming that the *tt19* suppressing mutations were all recessive. Using bulked segregant analysis by whole-genome re-sequencing, we found that the eight causative mutations were located in two regions. The *tt19* suppressors S1, S2, S4, and S8 corresponded to allelic mutations in At3g49500 (*RDR6*), with the S1 mutation replacing Q with a stop codon at position 293 (RDR6^Q293stop^), S2 replacing Q with a stop codon at position 1,055 (RDR6^Q1055stop^), S4 changing G664 for R (RDR6^G664R^), and S8 changing W to a stop codon at position 299 (RDR6^W299stop^) (Fig. 1a and Supplementary Fig. 2). In S3, S5, and S6, the same G-to-A mutation at nucleotide position 2283 of At5g23570 (*SGS3*) caused a splice defect at the 3’-end of intron 3 in which the normal acceptor site was mutated. The alignment of *SGS3* transcript reads from S5 suggested an alternative splicing site 15 nt downstream of nucleotide 2,283 that resulted in the deletion of five amino acids (Fig. 1b). In S7, a G-to-A change at nucleotide position 6,509 resulted in a splice defect at the 5’-end of intron 17 of At5g20320 (*DCL4*), which was confirmed by RNA-seq (Fig. 1c). In summary, an unbiased screen for phenotypic suppressors of *tt19-8* resulted in all the mutations mapping to genes encoding components of the RDR6-SGS3-DCL4 small RNA system (Table 1).

**Table 1:** Gene mutations underlying the *tt19* suppressors.

Suppressor	Chromosome	Position	Mutation	Reference amino acid	Strand	Accession
S1	3	18352329	G to A	Gln (Q) to Stop	—	At3g49500
S2	3	18349621	G to A	Gln (Q) to Stop	—	At3g49500
S4	3	18351216	C to T	Gly (G) to Arg (R)	—	At3g49500
S8	3	18352310	C to T	Trp (W) to Stop	—	At3g49500
S3/S5/S6	5	7945406	G to A	Splice defect (Donor loss)	+	At5g23570
S7	5	6862758	C to T	Splice defect (Acceptor loss)	—	At5g20320

To confirm that the identified mutations were responsible for suppressing the anthocyanin pigmentation deficiency of *tt19-8*, we crossed *tt19-8* to characterized reference mutants for *RDR6*, *SGS3*, and *DCL4* (*rdr6-11* and *rdr6-15*; *sgs3-11* and *sgs3-14*; and *dcl4-2e* and *dcl4-2t*). We confirmed that homozygous double mutant seedlings for *tt19-8 rdr6*/*sgs3*/*dcl4* accumulated anthocyanins in AIC (upper row, Supplementary Fig. 3). Consistent with *PAP1* being controlled by *TAS4* via the RDR6-SGS3-DCL4 system^24^, the single *rdr6*, *sgs3*, and *dcl4* mutant seedlings accumulated more anthocyanins than the wild-type (Col-0) control, at levels comparable to *PAP1-D* seedlings, in which *PAP1* is under the control of four copies of *CaMV35S* promoter^15^ (lower row, Supplementary Fig. 3). Similar restoration of the anthocyanin pigmentation phenotypes were observed in *tt19* suppressor plants at different developmental stages grown on soil (Supplementary Fig. 4). In contrast to the restoration of anthocyanin accumulation in vegetative organs, none of the eight *tt19* suppressors was able to reinstate the seed coat PA pigmentation characteristic of wild-type and significantly reduced in *tt19-8* plants (Supplementary Fig. 5).

### *PAP1* is insufficient for restoring *tt19* pigmentation

A possible explanation for why mutations in either *RDR6*, *SGS3*, or *DCL4* overcome anthocyanin pigment deficiency in *tt19-8* plants is that more anthocyanins are produced by preventing *PAP1* transcript degradation via *TAS4-siRNA81*^24^ and the subsequent upregulation of anthocyanin biosynthesis genes^15^. To test whether over-expression of *PAP1* alone can overcome the need for TT19, we crossed *tt19-8* to *PAP1-D* plants^15^. *PAP1* mRNA levels were about fivefold higher in *PAP1-D* seedlings in AIC, compared to Col-0 seedlings (Fig. 2a), and *PAP1-D* seedlings showed ~60% increase in anthocyanin accumulation when compared to Col-0 (Fig. 2b). Although the *PAP1* mRNA steady-state level in *tt19-8 PAP1-D* seedlings was comparable to that of *PAP1-D* (Fig. 2a), the *tt19-8 PAP1-D* line failed to accumulate more anthocyanins than the *tt19-8* seedlings (Fig. 2b). The *tt19* suppressor lines that have mutations in *RDR6* resulted in an elevation of *PAP1* mRNA levels and an increase in anthocyanin levels relative to *tt19-8*. However, compared to *tt19-8 PAP1-D* seedlings, the *tt19-8* S4 and S8 lines accumulated larger quantities of anthocyanins, despite lower *PAP1* mRNA levels (Fig. 2). These results demonstrate that, although *PAP1* upregulation is likely necessary for enhanced anthocyanin accumulation in the *tt19* suppressor lines, it is clearly insufficient to overcome the inability of *tt19* to accumulate high anthocyanin levels. Therefore, the mechanisms by which the *tt19* suppressors restore anthocyanin accumulation involve other factor(s), besides *PAP1*.

**Fig. 2:**
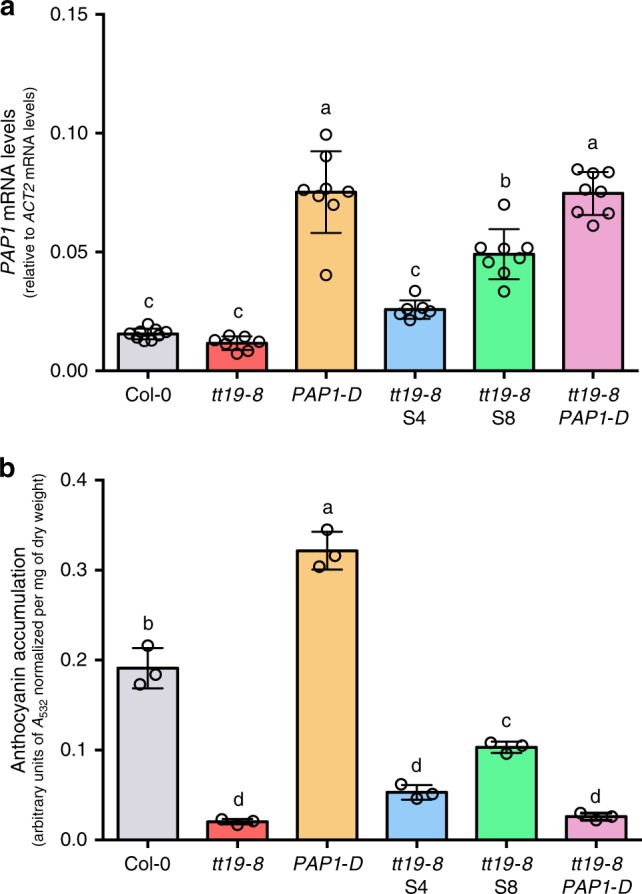
Over-expression of *PAP1* is not sufficient to suppress the anthocyanin deficiency in *tt19-8*. **a** *PAP1* mRNA accumulation levels were evaluated by RT-qPCR and normalized to *ACT2* between the various lines of RNA extracted from 4-day-old seedlings grown in AIC. *n* = 9, 7, 8, 7, 8, 8 biological replicates. **b** Anthocyanin levels from three independent experiments were measured by A_532_ (normalized per mg of dry weight). The error bars represent the standard deviation of the average. Different letters indicate significant differences between the lines based on one-way ANOVA with Tukey’s Honest Significant Difference test (*P* < 0.05). Source data are provided as a Source Data file.

### Flavonoid accumulation changes in suppressor lines

*Arabidopsis* accumulates at least 15 distinct anthocyanins (A1-A15)^29,30^, most of which are detectable under the metabolic stress conditions imposed by AIC^22,31^. To compare the anthocyanin composition of the suppressor lines with those present in Col-0 and *tt19-8*, we grew homozygous seedlings in AIC and analyzed their anthocyanin profiles. Under AIC, the prevalent anthocyanins in Col-0 were A3, A5, and A7 to A11, with A11 being the most abundant (Supplementary Fig. 6a). Despite *tt19-8* accumulating only ~10% of the anthocyanin content in Col-0, the relative peak abundance remained unaltered (Supplementary Fig. 6b). The anthocyanin profiles of the suppressor lines were also indistinguishable from those of wild-type and *tt19-8*, despite accumulating overall different pigment quantities (Fig. 1; Supplementary Fig. 6b).

As previously reported, *tt19* mutants accumulate significantly larger quantities of flavonols than wild-type plants^8^. Thus, we analyzed the flavonol aglycone composition of seedling from the different genotypes grown in AIC. Our results showed that *tt19-8* seedlings had an ~25% increase in total flavonol content, primarily represented by quercetin, compared to Col-0. Unexpectedly, S2, S4, S5, S7, and S8 showed 4- to 9-fold increases in quercetin and 2- to 3-fold increases in kaempferol compared to Col-0, with S2, S8, and S7 having the highest levels (Fig. 3). To determine whether this increase in flavonol accumulation in the suppressor lines reflected an overall increase in other flavonoid classes, the samples were subjected to acid hydrolysis and then the absolute amounts of the flavones apigenin and luteolin, the flavanones naringenin and eriodictyol, the flavanonols dihydrokaempferol (DHK) and dihydroquercetin (DHQ), the anthocyandins perlargonidin, cyanidin, and peonidin, and the flavan 3-ol epicatechin were measured (Fig. 3 and Supplementary Fig. 7). The most significant differences were observed for DHQ, which is almost undetectable in Col-0 and *tt19-8*, but showed a 20- to 100-fold increase in the suppressor lines, compared to Col-0 (Supplementary Fig. 7). Again, providing evidence that these metabolic changes were independent of the activation of *PAP1*, the *tt19-8 PAP1-D* line showed levels comparable to Col-0 for all these compounds, with the exception of naringenin, which was ~6-fold higher, but still present in much smaller absolute quantities than flavonols (Supplementary Fig. 7). No other pathway intermediate was found to accumulate in *tt19-8* to explain the significantly lower levels of anthocyanins in this mutant. These results demonstrate that the combination of mutations in *TT19* and either *RDR6*, *SGS3*, or *DCL4* results in metabolic changes that are significantly different from those found in the single mutants, suggesting a synergistic cross-talk between cellular processes controlled by the RDR6-SGS3-DCL4 system and those modulated by TT19.

**Fig. 3:**
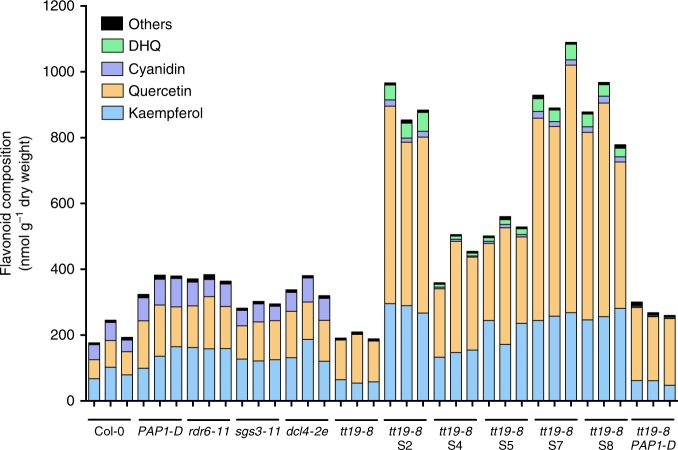
Flavonoid composition of 4-day-old *Arabidopsis* seedlings grown in AIC of the genotypes indicated. Compounds were evaluated by LC-MS/MS against a set of authentic standards of known concentration. Blue, kaempferol; orange, quercetin; purple, cyanidin; green, dihydroquercetin (DHQ); and black, others include apigenin, luteolin, naringenin, eriodictyol, dihydrokaempferol, pelargonidin, epicatechin, and peonidin. Source data are provided as a Source Data file.

### Enhanced sugar metabolism likely source of extra carbon

Our results show that a significantly larger amount of carbon is devoted to flavonoid biosynthesis in the strong suppressor lines, compared to Col-0 or the single mutants (Fig. 3). To determine the possible source of this extra carbon, we performed untargeted metabolic profiling of the extracts obtained from seedlings corresponding to Col-0, *tt19-8*, and five suppressor lines under AIC, resulting in the identification of ~7,000 altered m/z differentially accumulated features (Supplementary Data 1). Pairwise analyses between *tt19-8* and each suppressor line permitted to identify the contrasting features that were mapped to predictive pathways and displayed as pathway cloud plots (Supplementary Fig. 8a–e). Two compounds, likely corresponding to sucrose ([M + Cl]^−^, 377.0859) and glucose ([M + Cl]^−^, 215.0315), were identified as part of dysregulated sucrose and trehalose degradation pathways with a lesser representation in all five suppressor lines than in *tt19-8*, but not different between Col-0 and *tt19-8* (Supplementary Fig. 8). Authentic standards were used to determine the absolute quantities of sucrose and glucose in all the genotypes (Supplementary Fig. 9a, b). The significant decrease in sucrose and glucose levels in the *tt19* suppressor lines compared to *tt19-8* indicated that more sucrose and glucose was being consumed in the *tt19* suppressors, providing the extra carbon necessary for the enhanced flavonoid production.

To determine to what extent the observed increase in sugar (sucrose and glucose) metabolism was a consequence of the high-sucrose levels in the media, we grew *Arabidopsis* seedlings in water in high-light conditions. Anthocyanin accumulation was still evident, but at about half the levels present in high-sucrose media (Supplementary Fig. 9c). Logically, sucrose levels were considerably lower (>90% reduction) in extracts of water-grown seedlings (Supplementary Fig. 9a). Interestingly, the suppressor lines presented a similar reduction in endogenous sucrose and glucose levels as observed when the seedlings were grown in sucrose-rich media, and this reduction was not observed in the *tt19-8* or *rdr6-11* single mutants (Supplementary Fig. 9a, b). These results indicate that the additional carbon required for the increased flavonoid biosynthesis in the suppressor lines could be provided by sugar catabolism.

### Transcript accumulation changes in suppressor lines

To better understand the cross-talk between the RDR6-SGS3-DCL4 system and the TT19 pathway, we carried out RNA-seq on seedlings grown in AIC for Col-0, *tt19-8*, and *tt19* suppressor lines. The *tt19-8* mutant showed differences in mRNA accumulation patterns when compared to Col-0, with 2,642 genes displaying statistically significant (FDR < 0.05) differences (Supplementary Data 2). The genes with ~2-fold reduced expression included those involved in late anthocyanin biosynthesis, consistent with the lower accumulation of anthocyanins in *tt19-8*. However, this reduction in gene expression does not explain why *tt19-8* shows only ~10% of the anthocyanin content of wild-type plants (Fig. 1a).

Gene expression patterns in the *tt19* suppressor lines were rather different from both *tt19-8* and Col-0. Gene ontology enrichment of *K*-means clusters showed that a large number of genes (captured in clusters 1, 2, 3, and 5, Fig. 4a) exhibited different expression in *tt19-8* S2 (strong suppressor), compared to *tt19-8* or Col-0. Cluster 2 included late anthocyanin pathway genes that showed decreased mRNA accumulation in *tt19-8* and early anthocyanin pathway genes (e.g., CHS and *CHI*) that are also required for flavonol accumulation (Fig. 3, Supplementary Data 3).

**Fig. 4:**
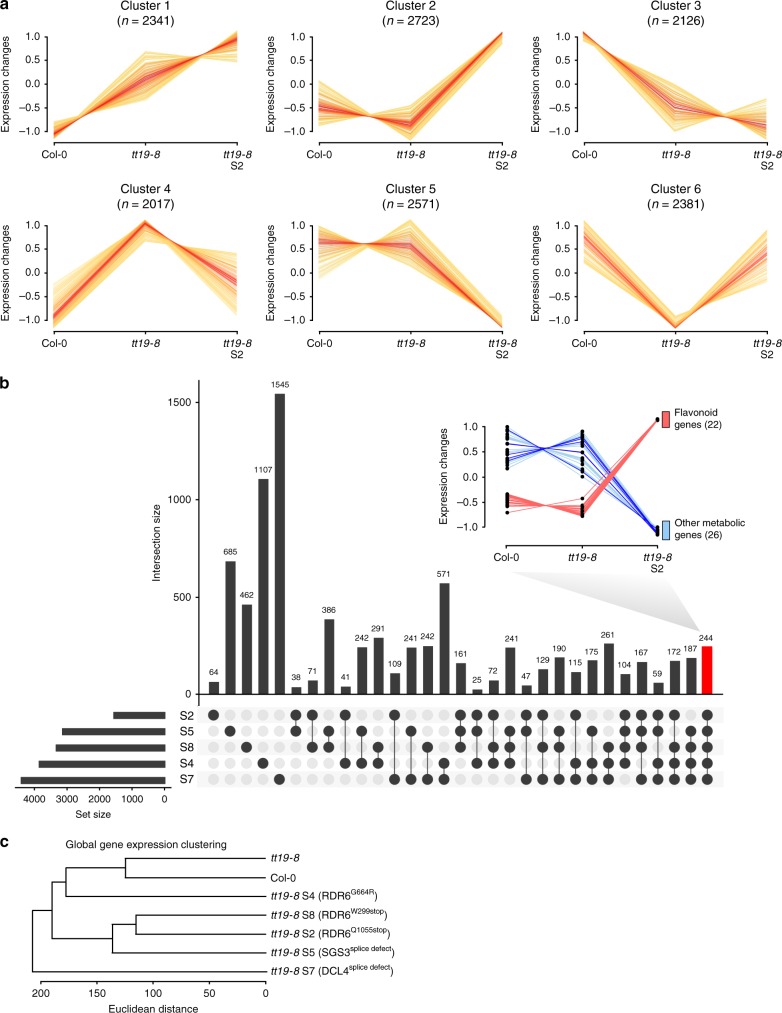
RNA-seq analysis of Col-0 and *Arabidopsis* mutant seedlings grown in AIC. **a** Total differentially expressed genes among Col-0, *tt19-8*, and *tt19-8* S2 were grouped into six clusters. **b** The UpSet plot summarizes all intersections of significantly differentially expressed genes between *tt19* suppressors and *tt19-8*, sorted by degree. The combinations of intersections are indicated as dark circles in the matrix and the numbers of differential expressed genes across various exclusive intersections are represented as vertical columns with number of genes on the top. The bars plot on the bottom left displays the set number of total differentially expressed genes in each *tt19* suppressor line against *tt19-8*. The clustering plot between Col-0, *tt19-8*, and *tt19-8* S2 on the top right indicates that among the 244 shared genes (highlighted with red column) across all suppressors, 22 flavonoid-related genes (pink lines, including early pathway gene *4CL3*; core flavonoid pathway genes *CHS*, *CHI*, *F3’H*, *DFR*, and *LDOX*; anthocyanin-modification genes *UGT78D2*, *UGT79B1*, *3AT1*, *3AT2*, *UGT75C1*, *5MAT*, and *SAT*; flavonol biosynthesis genes *BGLU1* and *UGT73B2*; PA biosynthesis genes *AHA10* and *LAC15*; regulatory genes *TT8*, *TTG2*, and *MYBL2* as well as *ABCC2* and *CHIL*) are part of Cluster 2 and 26 other metabolic genes (blue lines) are part of Cluster 5 in **a**. Dark blue lines display expression changes of six genes that are involved in competitive pathways with flavonoid biosynthesis. **c** Global gene expression clustering analysis on Col-0, *tt19-8*, and *tt19* suppressors (S2, S4, S5, S7, and S8).

One of the genes that showed a dramatic increase in mRNA accumulation in the suppressor lines was At1g02940 (*AtGSTF5*) encoding a *phi*-type GST (Supplementary Fig. 10a). The *Arabidopsis* Next-Gen Sequence DB^32^ shows the existence of a single siRNA that potentially targets At*GSTF5* for degradation. AtGSTF5 is a GST similar to TT19 (Supplementary Fig. 10b), and therefore, we surmised that it might compensate for the flavonoid binding function missing in *tt19-8*. Constructs for wild-type *AtGSTF5* CDS (WT) as well as for an optimized version (OPT) harboring synonymous substitutions across the entire CDS that would render it insensitive to siRNAs were transformed into *tt19-8*. We verified expression of both versions of At*GSTF5* by RT-qPCR in the transgenic plants, yet observed no complementation of the anthocyanin deficiency phenotype. To determine whether *AtGSTF5* is necessary for the restoration of anthocyanin synthesis in the *tt19-8* suppressor lines, we designed two guide RNAs to edit target sequences in exons 2 and 4 of *AtGSTF5* by CRISPR/Cas9 and identified six *tt19* suppressor lines with mutated *AtGSTF5* as homozygous, harboring various indels in *AtGSTF5*. However, when we compared the anthocyanin levels between the *tt19-8* suppressors with wild-type or mutated *AtGSTF5*, we did not detect statistically significant differences (Supplementary Fig. 10). This result demonstrates that AtGSTF5 is unlikely to participate in the stabilization/vacuolar sequestration of anthocyanins, yet its enhanced expression in the suppressor lines, compared to both Col-0 and *tt19-8*, suggests a possible role in another cellular function normally carried out by TT19.

Whereas all *tt19* suppressors had similar effects on anthocyanin accumulation, they showed surprisingly different patterns of gene expression (Fig. 4b), indicating that, while they probably function together as part of the RDR6-SGS3-DCL4 system, each one has separate functions that are independent of the others. The *tt19* S4 (RDR6^G664R^) suppressor is potentially interesting, since it showed an effect on mRNA accumulation that was dramatically different from the effects observed for S2 and S8, both harboring nonsense mutations in *RDR6* (Fig. 4c). Only 244 differential expressed genes were shared by all the five suppressor lines analyzed against *tt19-8* (Fig. 4b, Supplementary Data 4). From these 244 genes, 197 show changes in mRNA accumulation with the same trend (up or down). We rationalized that these 197 genes contained those that are most likely responsible for the ability of the suppressor lines to accumulate anthocyanins in the absence of TT19 function.

As anticipated, among these 197 genes, there were 22 upregulated genes related to phenylpropanoid/flavonoid biosynthesis or regulation, and an additional 26 repressed genes associated with various metabolic or regulatory activities (Fig. 4b, Supplementary Data 4). Among those 26 genes, six have been functionally characterized (or predicted) to be involved in competitive pathways with phenylpropanoid/flavonoid biosynthesis, including *CYP79B3* and *MYB34* involved in indole glucosinolate biosynthesis^33,34^; *CYP84A4* involved in arabidopyrone biosynthesis^35^; *CYP90A1*/*CPD* involved in a critical step for brassinosteroid biosynthesis^36^; *UGT71C1* involved in the decoration of salicylic acid^37^; and flavonol-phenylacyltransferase 1 (*FPT1*) likely participating in phenylalanine consumption^38^. Thus, a shared feature of all the suppressor lines is the increased expression of phenylpropanoid/flavonoid-related genes, and decreased accumulation of gene products likely competing for the early precursors of the pathway (e.g., Phe and Tyr).

To explore the possible link between the increased sugar metabolism providing the extra carbon and those genes differentially expressed in *tt19* suppressor lines compared to Col-0 and *tt19-8*, we analyzed GO term enrichment in the six clusters shown in Fig. 4a. We identified 15 genes under the GO term monosaccharide/hexose/glucose metabolic process only in Cluster 2, corresponding to genes highly expressed in *tt19-8* S2 (Supplementary Fig. 11). An analysis of previous published RNA-seq data for *rdr6-11* and Col-0 from *Arabidopsis* shoots^39^ confirmed that 13 of these genes are highly expressed in *tt19-8* S2, but not in *rdr6-11* alone. Thus, the upregulation of these 13 carbohydrate metabolic process-related genes in the *tt19* suppressors provides one likely explanation for the increased carbon flux towards flavonoids in the suppressor lines.

We investigated whether the synergistic effect of the *tt19* and RDR6-SGS3-DCL4 system mutations on increased flux toward the flavonoid pathway involved small RNAs. 

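Small RNAs were sequenced from 3 replicates each of Col-0, *tt19-8*, *tt19-8* S2 and *tt19-8* S7 seedlings, 12 libraries in all, after 4 days in AIC with 3% sucrose. Col-0 is the wild type. The S2 and S7 suppressors carry mutations in *RDR6* and *DCL4*, respectively, in addition to *tt19-8*. The authors sequenced 50-nt single-end reads, trimmed the adapters, discarded the shortest sequences and deposited, for each library, a list of tags with a count beside each, before any mapping or normalization. The total count was between 4667183 and 5774980 per library in Col-0 (median 5061038), between 3889636 and 4568819 in *tt19-8* (median 4386971), between 5203775 and 7349827 in S2 (median 5793567) and between 3858729 and 5972022 in S7 (median 5845889). Every untrimmed tag of 50 nt, between 460311 and 1343976 per library, had a count of 1. The highest count in a library was between 2976 and 5480 among 21-nt tags, between 11 and 172 among 30-nt tags and between 3 and 7 among 35-nt tags, and it was 1 among 38-nt tags in every library. The counts therefore have the properties of numbers of distinct 50-nt reads that trim to the same tag, not of numbers of reads. This compresses differences between abundant small RNAs, and a count of 1 can stand for more than 1 identical read.

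Tags of 20 to 24 nt were matched without mismatches to the TAIR10.1 genome, in which the 152 predicted target transcripts of Supplementary Data 6 have the same coordinates and strand as in the paper's TAIR10. Between 55.6% and 67.4% of the count of 20 to 24 nt tags matched, giving between 1056741 and 2676759 matching counts per library. Mature miRNAs were counted as tags identical to the annotated mature sequence. *TAS* loci, the genes whose transcripts give rise to tasiRNAs, were counted as tags of 20 to 24 nt inside the locus on either strand. Annotated genes were counted the same way, from tags that match no other category of small RNA locus, and a tag that matches several genes counted in full at each. miRNAs and *TAS* loci were normalized and tested together, as were genes and the siR6611 locus, with edgeR's TMM normalization and quasi-likelihood test in 1 fit of all 12 libraries. The P-values were adjusted by the Benjamini-Hochberg method within each of these families. After edgeR's filter on low counts, 84 features from the 350 mature miRNA sequences and 8 *TAS* loci, and 12183 of the 36709 annotated genes with the siR6611 locus, entered the tests. Values in CPM are counts scaled to a common library total of the family after TMM normalization, with the SD over 3 libraries. A group whose libraries all had 3 counts or fewer was treated as lying at the detection floor. Folds against it set the mean of the other group against 3 counts and are given as lower bounds. These bounds leave out counting error and the spread of the other group.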

We performed a global analysis of small RNAs (20 to 24 nt) between Col-0, *tt19-8*, and *tt19-8* S2 and S7 seedlings, all grown in AIC (Supplementary Fig. 12a and Supplementary Data 5). As anticipated, the suppressor mutations abolished the biogenesis of 21 nt tasiRNAs, which was also evidenced by the increased accumulation of the *TAS4* precursor RNA in all the suppressor lines, as well as increased mRNA accumulation of tasiRNA gene targets, including the *TAS4* targets *PAP1* and *PAP2*^24^, and *TAS3* target *ARF4*^40^. 

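The share of 21-nt tags from the 8 *TAS* loci among all 20 to 24 nt tags that match the genome was 0.176% ± 0.00449 (SD, n = 3) in Col-0 and 0.191% ± 0.0249 (SD, n = 3) in *tt19-8*, a log2 ratio of 0.11 (exact two-sided permutation test, P = 0.4). In S2 the share was 0.00890% ± 0.000668 (SD, n = 3), or 4.67% of the *tt19-8* share, with a log2 ratio to *tt19-8* of -4.42. In S7 it was 0.107% ± 0.0339 (SD, n = 3), or 56.2% of the *tt19-8* share, with a log2 ratio of -0.83. All libraries of each suppressor lay below all *tt19-8* libraries (exact two-sided permutation test, P = 0.1 for each suppressor, the smallest P that 3 libraries against 3 allow). The counts behind these shares were between 2558 and 2969 per library in Col-0, between 1709 and 3449 in *tt19-8*, between 182 and 218 in S2 and between 1768 and 2047 in S7. The 3 S7 libraries had shares of 0.0886%, 0.0866% and 0.146%. Replicate 3 did not stand apart when the 21-nt tags of all *TAS* loci were taken per mature miRNA count, which gave 0.0849, 0.0775 and 0.0847 in S7 against a mean of 0.158 in *tt19-8*. At 90 gene loci whose 21-nt tags in S7 replicate 1 were under 10% of the *tt19-8* level, a median of 3.93% was left in replicate 2 and 31.7% in replicate 3, and 4.23% and 21.9% per mature miRNA count. The alternative that moved the S7 result most was counting *TAS* tags of 20 to 24 nt in place of 21 nt, which gave a log2 ratio of 0.93.

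*TAS* tags of 22 nt made up 0.0642% ± 0.00744 (SD, n = 3) in *tt19-8*, 0.00755% ± 0.00271 in S2 and 0.305% ± 0.0188 in S7, where the log2 ratio to *tt19-8* was 2.25 (exact two-sided permutation test, P = 0.1). *TAS4* (AT3G25795), on chromosome 3 from 9417551 to 9418705, had 47380 ± 5253 CPM in *tt19-8*, 6092 ± 2538 in S2 and 191360 ± 17316 in S7. The log2 fold change against *tt19-8* was -2.96 in S2 (SE 0.29, adjusted P = 5.7e-06) and 2.01 in S7 (SE 0.28, adjusted P = 0.000293, edgeR's quasi-likelihood test). *TAS2* (AT2G39681), on chromosome 2 from 16539384 to 16540417, had 48213 ± 5696 CPM in *tt19-8*, 2062 ± 411 in S2 and 37716 ± 7723 in S7, with log2 fold changes of -4.54 (SE 0.24, adjusted P = 1.5e-08) and -0.35 (SE 0.20, adjusted P = 0.236). *TAS3a* (AT3G17185), on chromosome 3 from 5861491 to 5862437, had log2 fold changes of -3.72 in S2 (SE 0.14, adjusted P = 7.0e-10) and -0.25 in S7 (SE 0.12, adjusted P = 0.163). In S2, *TAS1a*, *TAS1b* and *TAS1c* had log2 fold changes of -3.57, -4.33 and -3.48 with adjusted P between 2.8e-09 and 2.9e-08 from the same test. *TAS3c*, with 0 to 2 counts per S2 library, was at least 4.16-fold lower than in *tt19-8* (adjusted P = 0.00103), and *TAS3b* had a log2 fold change of -1.08 (adjusted P = 0.169, and from 0.0282 to 0.431 over the alternatives). In S7, *TAS1a* and *TAS1c* had log2 fold changes of 0.35 (adjusted P = 0.1996) and 0.16 (adjusted P = 0.585). *TAS1a* had 0.55 without TMM normalization (adjusted P = 0.0327, within 8.5e-05 to 0.456 over the alternatives). *TAS1b* had -0.50 (adjusted P = 0.0445), *TAS3b* -1.62 (adjusted P = 0.0228) and *TAS3c* 1.25 (adjusted P = 0.0404). None of these 3 stayed past the threshold throughout, with adjusted P from 0.000142 to 0.476, from 0.0145 to 0.0975 and from 0.0173 to 0.0815 over the alternatives apart from leaving out a library, and from 0.0374 to 0.214, from 0.0308 to 0.0792 and from 0.0143 to 0.116 with 1 library left out. Restricted to 21-nt tags, the S7 log2 fold changes were -1.46 for *TAS1a*, -1.48 for *TAS1c*, -1.87 for *TAS2*, -2.11 for *TAS3a* and 0.096 for *TAS4*.

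**Figure D1:**
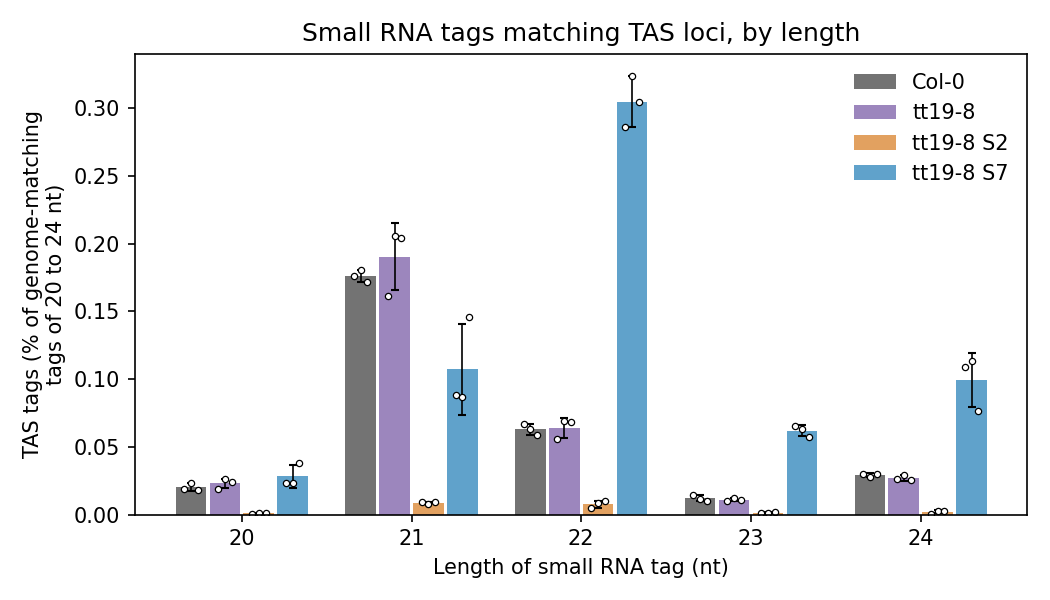
Tags matching the 8 *TAS* loci as a percentage of all genome-matching tags of 20 to 24 nt (y axis) for each tag length in nt (x axis) in Col-0, *tt19-8*, *tt19-8* S2 and *tt19-8* S7. Bars are means of 3 libraries, error bars SDs and points single libraries; at 22 nt the S7 mean is 0.305%, against 0.0642% in *tt19-8*.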

We found that levels of five miRNAs were significantly different between Col-0 and *tt19-8* seedlings (Supplementary Fig. 12b). 

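Between *tt19-8* and Col-0, 0 of the 84 miRNAs and *TAS* loci tested had an adjusted P under 0.05 in edgeR's quasi-likelihood test, and 9 had an unadjusted P under 0.05. With edgeR's likelihood ratio test the count at the adjusted threshold was 2, as it was without the filter on low counts. In simulated counts for 84 features, 32 of 40 changed features were recovered with 0 false calls. The simulated changes were at least 2-fold and were set in S2. The simulation therefore does not give the power for smaller changes, or where few features change, as between *tt19-8* and Col-0. Of the 5 miRNAs named in Supplementary Fig. 12b, 3 passed the filter on low counts, and the other 2, miR158b and miR161.2, had 7 counts or fewer per library in both genotypes.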

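miR158b had 4, 7 and 4 counts in the *tt19-8* libraries and 1, 4 and 1 in Col-0, or 257 ± 76.6 and 106 ± 92.4 CPM (SD, n = 3), a log2 ratio of 1.28 (exact two-sided permutation test, P = 0.2). miR161.2 had 2, 1 and 1 counts in *tt19-8*, which is at the floor of 3 counts, and 1, 5 and 1 in Col-0 (exact two-sided permutation test, P = 0.5). A difference in either could not be resolved from these counts, which need not be numbers of reads. miR167a-5p, whose sequence is shared with miR167b, had 64294 ± 5161 CPM in *tt19-8* and 54450 ± 28105 in Col-0, a log2 fold change of 0.24 (SE 0.32, adjusted P = 0.976, edgeR's quasi-likelihood test). The difference was smaller than the spread between the Col-0 libraries. miR399c-5p had between 2 and 41 counts in *tt19-8* and between 1 and 3 in Col-0, and was at least 7.20-fold higher on average in *tt19-8* (adjusted P = 0.201 from the same test). Its adjusted P was 0.0488 with the likelihood ratio test, 0.0140 without the filter on low counts, 0.0280 without *tt19-8* replicate 3, and between 0.0140 and 0.531 over the alternatives. miR164b-5p, whose sequence is shared with miR164a, had 11019 ± 4772 CPM in *tt19-8* and 16201 ± 1117 in Col-0, a log2 fold change of -0.55 (SE 0.25, adjusted P = 0.428).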

Significantly higher in *tt19-8* than in Col-0 were miR158b, miR167a-5p and miR399c-5p, while miR161.2 and miR164b-5p showed the opposite pattern (Supplementary Fig. 12b). The increased expression of miR158b in *tt19-8* did not revert to wild-type levels in the S2 and S7 suppressors. Similarly, the low accumulation of miR161.2 in *tt19-8* compared to wild-type, was not restored in the suppressor lines, indicating that the accumulation of miR158b and miR161.2 does not involve the RDR6-SGS3-DCL4 system. In contrast, the effect of the *tt19-8* mutation on the accumulation of miR399c-5p, miR167a-5p, and miR164b-5p was abolished in the S2 and S7 suppressor lines. These results suggest that these miRNAs (or their targets) participate in the cross-talk between the flavonoid pathway and the RDR6-SGS3-DCL4 system.

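The counts of miR158b were 13, 2 and 6 in the S2 libraries and 3, 2 and 2 in the S7 libraries, or 281 ± 223 and 76.9 ± 16.8 CPM (SD, n = 3). In S2 the log2 ratio to Col-0 was 1.40 (exact two-sided permutation test, P = 0.2) and that to *tt19-8* was 0.13 (P = 1). The S7 libraries all lay at the floor of 3 counts. The comparison with *tt19-8* rests on 7 counts or fewer per library, and its bound leaves out counting error. Compared with *tt19-8*, miR158b was at least 2.55-fold lower in S7 (exact two-sided permutation test, P = 0.1, the smallest that 3 libraries against 3 allow), and the S7 and Col-0 values overlapped (P = 1 in the same test).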

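miR161.2 had 1 count in each S2 library, or 39.6 ± 2.36 CPM (SD, n = 3), and 6, 2 and 2 counts in the S7 libraries, or 106 ± 62.4 CPM, against 78.8 ± 63.2 CPM in *tt19-8* and 124 ± 123 CPM in Col-0. The exact two-sided permutation P was 0.1 for S2 against Col-0, 1 for S7 against Col-0, 0.1 for S2 against *tt19-8* and 0.5 for S7 against *tt19-8*. The S2 and *tt19-8* libraries were all at or under 3 counts, so that the S2 differences rest on single counts and on library size, and no fold is given between them.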

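miR399c-5p had 1141 ± 919 CPM (SD, n = 3) in *tt19-8*, 313 ± 346 in S2 and 265 ± 52.3 in S7. The log2 fold changes against *tt19-8* were -1.84 in S2 (SE 0.86, adjusted P = 0.256) and -2.04 in S7 (SE 0.85, adjusted P = 0.103, edgeR's quasi-likelihood test). With *tt19-8* replicate 3 left out, the adjusted P was 0.0211 in S2 and 0.0214 in S7, within ranges of 0.0211 to 0.577 and 0.0214 to 0.352 over the fits that left out 1 library. In S2, miR399c-5p had 2, 4 and 17 counts, and 2 of the 3 libraries lay within the range of Col-0. The difference from Col-0 (adjusted P = 0.483) rests on S2 replicate 3, and the log2 fold change was between 0.055 and 1.99 with 1 library left out. In S7 miR399c-5p was at least 1.67-fold higher than in Col-0 (adjusted P = 0.479). miR167a-5p had 52919 ± 7899 CPM in S2 and 63044 ± 9296 in S7, with log2 fold changes against *tt19-8* of -0.28 (adjusted P = 0.701) and -0.028 (adjusted P = 0.966) and against Col-0 of -0.041 and 0.21 (adjusted P = 0.958 and 0.7004). miR164b-5p had 13540 ± 803 CPM in S2 and 17929 ± 1143 in S7. Its log2 fold changes against *tt19-8* were 0.29 (SE 0.25, adjusted P = 0.571) and 0.69 (SE 0.25, adjusted P = 0.0646), and those against Col-0 were -0.26 and 0.15 (adjusted P = 0.629 and 0.703). For miR164b-5p in S7, DESeq2 with its size factors gave an adjusted P of 0.0375 and leaving out *tt19-8* replicate 2 gave 0.00730, and the alternatives ranged from 0.00730 to 0.150.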

Since RNA-seq analysis identified 13 carbohydrate metabolic process-related genes with higher mRNA steady-state accumulation in *tt19-8* S2, we mapped the reads from the small RNA-seq analysis to these differentially expressed genes. 

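*SUS4* (AT3G43190), a gene of 13 exons on chromosome 3 from 15179010 to 15184105 on the minus strand of TAIR10.1, had few small RNAs in every genotype. Tags of 20 to 24 nt inside the gene amounted to 5, 3 and 1 counts in Col-0, 1, 4 and 24 in *tt19-8*, 2, 1 and 6 in S2 and 3, 4 and 4 in S7. The normalized values were 2.02 ± 1.22, 6.30 ± 7.48, 1.48 ± 1.47 and 2.23 ± 1.14 CPM (SD, n = 3), respectively. The log2 ratio to *tt19-8* was -2.09 in S2 (exact two-sided permutation test, P = 0.4) and -1.50 in S7 (P = 0.7), and both rest on *tt19-8* replicate 3, with 14.9 CPM against 1.01 and 3.03 in replicates 1 and 2. The gene did not pass edgeR's filter on low counts. Without the filter, edgeR's quasi-likelihood test gave log2 fold changes of -2.35 in S2 (adjusted P = 0.00176) and -1.77 in S7 (adjusted P = 0.0146). That test includes *tt19-8* replicate 3 as well. In *tt19-8*, 0% of the 29 tags at *SUS4* were antisense and 27.6% were 21 nt long. The 21-nt tags numbered 0, 0 and 8 in replicates 1, 2 and 3, so that this share rests on replicate 3.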

One of the genes, At3g43190 (*SUS4*), encoding *SUCROSE SYNTHASE 4*, showed increased mRNA levels in *tt19-8* S2 (Supplementary Fig. 12c). Our analyses identified a small RNA (known as siR6611^41^ or AtsRR178278^42^) derived from the *PPR* (Pentatricopeptide repeat) gene (At1g62930) whose expression is significantly decreased in the suppressor lines (Supplementary Data 5), and which may target *SUS4* mRNA for cleavage^43^ (Supplementary Figure 12c and Supplementary Data 6). Indeed, the formation of siR6611 required miR161.2 and tasiRNAs derived from *TAS2*^44–46^, providing one mechanism by which the RDR6-SGS3-DCL4 system and the TT19 pathway may converge on the control of sugar metabolism (Supplementary Fig. 12d).

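The siR6611 sequence, TGGAGTGATGCTTCTCGACTA, matches TAIR10.1 at 6 positions, all on chromosome 1 and each in the sense orientation inside a gene, among them At1g62930 (*RPF3*) from 23307449 to 23307469. The others lie in AT1G62910, AT1G62914, AT1G63080, AT1G63130 and AT1G63400, so that tags of this sequence could not be assigned to At1g62930 alone. Tags of exactly this sequence had 13, 32 and 33 counts in the *tt19-8* libraries, 1, 1 and 0 in S2 and 0, 0 and 3 in S7, or 18.0 ± 5.08, 0.277 ± 0.243 and 0.827 ± 1.43 CPM relative to all genome-matching tags of 20 to 24 nt (SD, n = 3). All *tt19-8* libraries lay above all libraries of each suppressor (exact two-sided permutation test, P = 0.1 for each, the smallest that 3 libraries against 3 allow). The smallest share that 3 counts show was between 1.12 and 1.55 CPM in S2 and between 1.30 and 2.48 CPM in S7.

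The siR6611 locus of Supplementary Data 5, which lies inside At1g62930, had 173, 297 and 353 counts of 20 to 24 nt tags in *tt19-8*, 3, 2 and 1 in S2 and 39, 26 and 73 in S7, or 206 ± 27.6, 0.876 ± 0.446 and 31.1 ± 28.6 CPM. With tags at 1 genome position alone the locus did not enter the fit, so that its counts could not be assigned to it alone. The locus was at least 153-fold lower in S2 than in *tt19-8* (adjusted P = 1.4e-11, edgeR's quasi-likelihood test). In S7 the log2 fold change was -3.01 (SE 0.26, adjusted P = 4.2e-08 from the same test), and between -3.80 and -2.60 with 1 library left out in turn. The gene At1g62930, on chromosome 1 from 23306534 to 23308686, had 494 ± 51.6 CPM in *tt19-8*, 4.51 ± 0.929 in S2 and 85.4 ± 79.3 in S7, with log2 fold changes of -6.75 (SE 0.41, adjusted P = 4.8e-11) and -2.76 (SE 0.28, adjusted P = 4.2e-07). In S7, replicate 3 had 177 CPM at this gene against 41.6 and 37.6 in replicates 1 and 2. With tags at 1 genome position alone, the log2 fold change in S7 was -2.40. Of the tags at At1g62930, 66.8% were 21 nt long in *tt19-8* and 35.5% in S7, and 45.8% and 41.1% were antisense. In S7 replicates 1, 2 and 3, 9 of 95, 12 of 80 and 113 of 202 tags were 21 nt long. The pooled S7 share of 21-nt tags therefore rests mostly on replicate 3. The paper states that siR6611 may target *SUS4* mRNA for cleavage and refers to the site predicted in Supplementary Data 6.

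**Figure D2:**
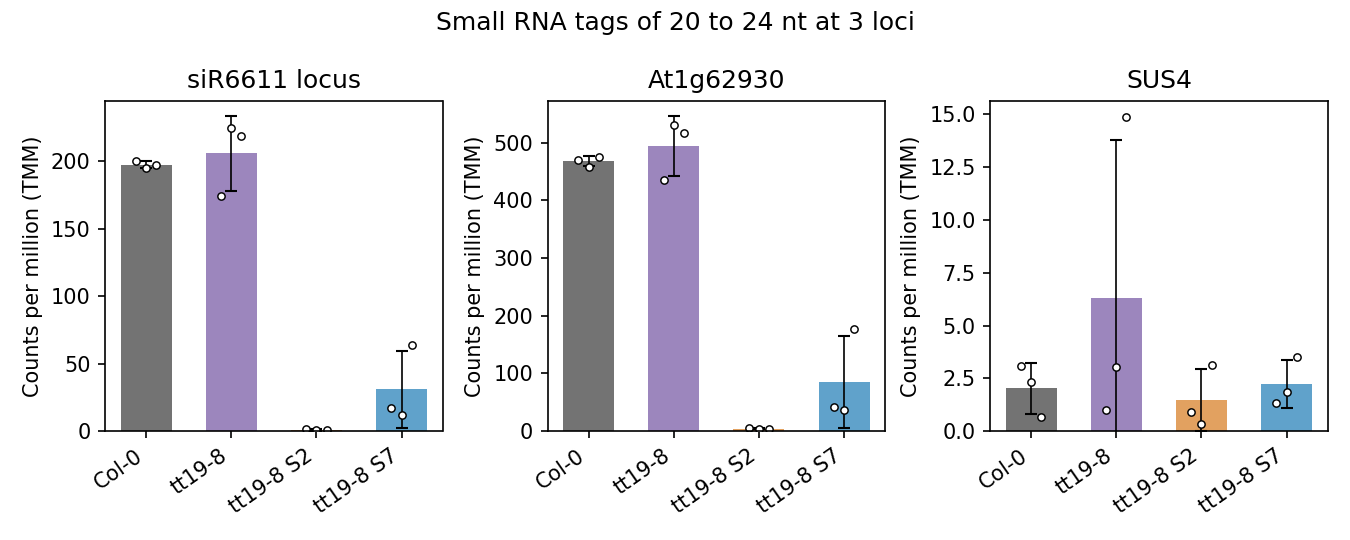
Tags of 20 to 24 nt at the siR6611 locus, At1g62930 and *SUS4* in TMM-normalized CPM (y axes) in Col-0, *tt19-8*, *tt19-8* S2 and *tt19-8* S7 (x axes). Bars are means of 3 libraries, error bars SDs and points single libraries; the siR6611 locus has a mean of 0.876 CPM in S2 and 31.1 CPM in S7, against 206 CPM in *tt19-8*.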

### Second flavonoid mutant similarly affected by *rdr6* mutation

The results so far cannot distinguish whether the synergistic effect of *RDR6-SGS3-DCL4* and *tt19-8* on the increase of carbon flux into the flavonoid pathway relates to the absence of TT19 function itself, or to the abnormal flavonoid accumulation that characterizes the *tt19-8* mutant (Fig. 3). To distinguish between these two possibilities, we generated a double mutant between *rdr6-15* and *tds4-4. tds4-4* corresponds to a null allele of the anthocyanidin synthase (ANS) gene, which encodes an enzyme that converts leucoanthocyanidins into 3-hydroxyanthocyanidins^47^, pathway intermediates involved in anthocyanin but not flavonol formation. We then conducted flavonoid aglycone composition analyses in single (*rdr6-15*, *tt19-8*, *tds4-4*) and double (*tt19-8 rdr6-15* and *tds4-4 rdr6-15*) mutant seedlings grown in AIC. The total flavonoid levels of Col-0, *tt19-8* and *tds4-4* were very similar; the main difference being that *tds4-4* seedlings accumulated no anthocyanins (Fig. 5). The total flavonoid levels of *tds4-4 rdr6-15* were comparable to those in *tt19-8 rdr6-15*, and approximately three times larger than those in Col-0 (Fig. 5). These results demonstrate that the synergistic effects observed in the suppressor lines are likely to involve an interaction between components of the RDR6-SGS3-DCL4 system and flavonoid compounds affected in both the *tt19-8* and *tds4-4* mutants.

**Fig. 5:**
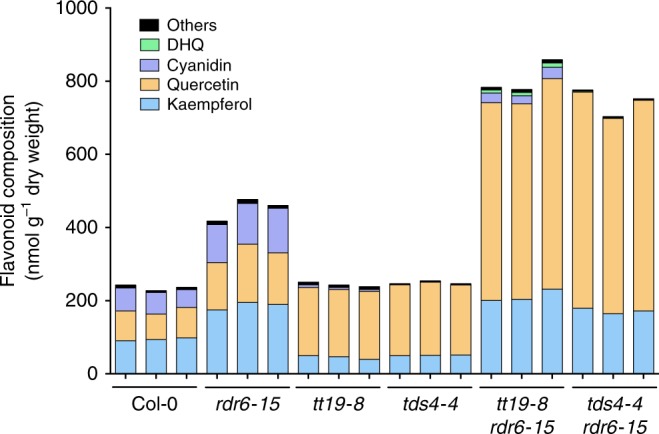
Flavonoid composition of Col-0 and *Arabidopsis* mutant seedlings grown in AIC. Left to right, wild-type Col-0; single mutant *rdr6-15*, *tt19-8*, *tds4-4*; and double mutant *tt19-8 rdr6-15* and *tds4-4 rdr6-15*. Blue, kaempferol; orange, quercetin; purple, cyanidin; green, dihydroquercetin (DHQ); and black, others include apigenin, luteolin, naringenin, eriodictyol, dihydrokaempferol, pelargonidin, epicatechin, and peonidin. Source data are provided as a Source Data file.

To further delineate what aspect of flavonoid pathway dysfunction might be responsible for the interaction with the RDR6-SGS3-DCL4 system to increase carbon flux into the pathway, we generated the *tt5-4 rdr6-15* double mutant, in which *tt5-4* corresponds to a mutation in chalcone isomerase, an early pathway step necessary for both flavonol and anthocyanin accumulation (Supplementary Fig. 7). Similar to *tt5-4*, but different from Col-0 or *rdr6-15*, *tt5-4 rdr6-15* seedlings grown in AIC lack the flavonols quercetin and kaempferol, as well as cyanidin, yet show an increase in naringenin chalcone/naringenin (hydrolysis converts naringenin chalcone to naringenin), because of the block in the pathway (Supplementary Fig. 13a–d). When we evaluated the absolute values of glucose and sucrose in the *tt5-4 rdr6-15* double mutant, they were not significantly different from those in Col-0 or single mutants (Supplementary Fig. 13e, f), indicating that it was not the absence of flavonoids that synergized with the RDR6-SGS3-DCL4 system, but an imbalance between different flavonoids caused by the *tt19-8* or *tds4-4* mutants.

We then took advantage of the possibility to feed seedlings grown in AIC with various flavonoids to determine whether the accumulation of flavonols in the absence of anthocyanins would have an effect. For this, we added quercetin or kaempferol, but neither was sufficient to trigger an enhanced catabolism of glucose or sucrose (Supplementary Fig. 13e, f), despite flavonols accumulating at high levels in the seedlings (Supplementary Fig. 13a, b). The addition of naringenin (the product of chalcone isomerase) resulted in flavonol and cyanidin formation in ratios slightly different from those present in Col-0, but still not sufficient to trigger enhanced sugar catabolism (Supplementary Fig. 13). The results suggest that what triggers enhanced sugar catabolism in the presence of a disabled RDR6-SGS3-DCL4 system is the absence of anthocyanins (regardless of whether flavonols are present or not), or a pathway dysfunction, likely characterized by the accumulation of a pathway intermediate specific to the anthocyanin branch of the pathway present in both *tds4-4* and *tt19-8*, but absent in *tt5-4*.

## Discussion

Our quest for phenotypic suppressors of *tt19* resulted exclusively in the identification of multiple recessive alleles of components of the RDR6-SGS3-DCL4 siRNA pathway, which is involved in the post-transcriptional gene silencing of a large number of genes^39^. It is notable that the only identified context in which anthocyanins can still accumulate in a *tt19* mutant is by disabling a major regulatory mechanism that causes global gene expression changes. Our results demonstrate that a consequence of these gene expression changes is a flux increase into the phenylpropanoid/flavonoid pathway, resulting in greater levels of anthocyanins and other flavonoids (Fig. 6). Thus, while our results cannot rule out a role of TT19 in the stabilization, solubilization, and/or vacuolar sequestration of anthocyanins, it is evident that if enough anthocyanins are produced, they can accumulate, even in the absence of TT19. A possibility that we considered is that the gene expression changes promoted by the *tt19* suppressors might induce a TT19-like protein. We identified *AtGSTF5*, which is normally expressed at very low levels in both wild-type and *tt19-8*, as one of such candidates. However, by combining gain- and loss-of-function approaches, we showed that it is neither necessary nor sufficient to overcome the absence of TT19 function (Supplementary Fig. 10). Another possibility that our experiments ruled out is that enhanced expression of *PAP1*, as a consequence of disabling the RDR6-SGS3-DCL4 siRNA system^24,27^, would be sufficient to overcome the need for TT19 (Fig. 2). Indeed, our results show that the augmented anthocyanin accumulation that characterizes *rdr6, sgs3*, and *dcl4* plants^48^ occurs largely through the impaired tasiRNA-mediated degradation of the *PAP1* mRNA. Thus, while increased *PAP1* expression is necessary, it is clearly insufficient to explain the anthocyanin pigmentation of the *tt19* suppressors.

**Fig. 6:**
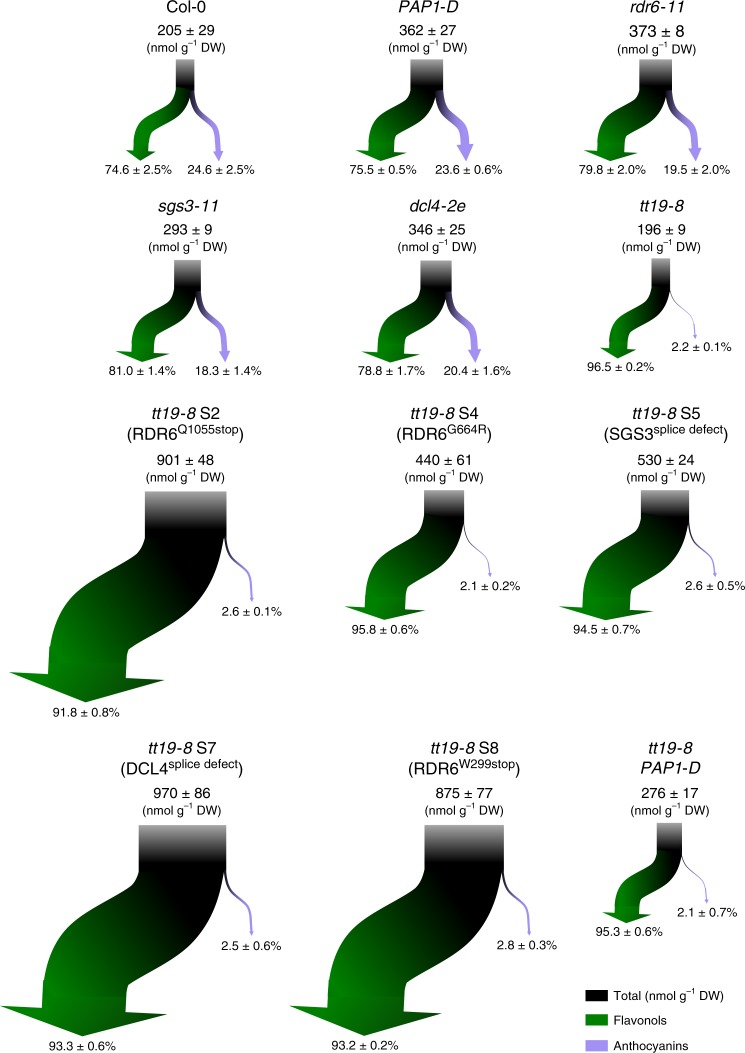
Flavonoid flux maps displaying total carbon input into the different branches of the pathway. The block arrow (black at the top) displays the estimated total input of carbon for flavonoid biosynthesis. Green and purple arrows show the distribution of flavonols and anthocyanins, respectively. The data used for the graphical representation of carbon distribution is provided in Supplementary Fig. 7.

The *tt19* suppressors are characterized by a three to fivefold increase in carbon flow into the flavonoid pathway (Fig. 6). Increase in *PAP1* mRNA accumulation, either by *PAP1-D* or when the RDR6-SGS3-DCL4 siRNA system is disabled (Fig. 6), results in a modest (~1.7 fold) increase in overall carbon to the pathway, likely caused by the transcriptional activation of late pathway genes by *PAP1*^17^, which results in a flavonoid biosynthesis pull. In contrast, we propose that most of the additional carbon dedicated to flavonoid accumulation in the *tt19* suppressor lines is a consequence of carbon being pushed into the pathway, by a synergistic interaction between the loss RDR6-SGS3-DCL4-controlled siRNAs and a flavonoid metabolic dysfunction. In addition, we show that the cross-talk between the impaired RDR6-SGS3-DCL4 system and flavonoid pathway dysfunction is not specific to the loss of *TT19* as a second anthocyanin pathway mutant (*tds4-4*) shows a similar carbon flow synergistic effect with *rdr6* (Fig. 5).

What is the source of the additional carbon pushed into the flavonoid pathway in the *tt19* suppressors? The RNA-seq results demonstrate that part of the carbon is likely coming from pathways that compete with phenylpropanoid/flavonoid biosynthesis (Fig. 4b). However, the results of untargeted metabolic profiling indicated that the majority of the carbon is actually derived from alterations in central metabolism, including carbohydrate degradation (Supplementary Fig. 8). Indeed, sucrose and glucose levels are dramatically decreased in the *tt19* suppressor lines, with little or no changes in the *tt19-8* or *rdr6-11* seedlings (Supplementary Fig. 9). Interestingly, the induction of anthocyanin triggered by *PAP1-D* or *rdr6* had minimal, if any effect on sugar metabolism (Supplementary Fig. 9), indicating that flavonoid increases resulting from pulling can be absorbed by intermediates or by carbon diversion from other pathways, further underscoring the differences between the pull and push mechanisms.

What are possible molecular mechanisms underlying the synergistic interaction between the loss of RDR6-SGS3-DCL4-controlled siRNAs and the flavonoid metabolic dysfunction? The RDR6-SGS3-DCL4 siRNA system controls the expression of a large number of genes^39^, and flavonoids have been shown to play many regulatory roles^49–52^, thus the opportunity for synergistic interactions are multiple, reflected in the rather striking effects on gene expression (Fig. 4). However, the activation in the *tt19* suppressor lines of *SUS4* offers insights on some unexpected molecular mechanisms that could lead to major metabolic alterations. Indeed, miR161.2 accumulation is decreased in *tt19-8*, and does not recover in the suppressor lines (Supplementary Fig. 12b). One of the targets of miR161.2 is a *PPR* gene, which is also targeted by a product of the RDR6-SGS3-DCL4 system on *TAS2*^44,45^. This results in the formation of siR6611, which is predicted to target *SUS4* for degradation^41–43^ (Supplementary Fig. 12c). 

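Between *tt19-8* and Col-0, neither siR6611 nor its locus differed by more than the spread between libraries. Tags with the siR6611 sequence had 37, 20 and 31 counts in Col-0, or 18.8 ± 4.11 CPM relative to all genome-matching tags of 20 to 24 nt (SD, n = 3), and the exact two-sided permutation test against *tt19-8* gave P = 0.7. At the siR6611 locus, Col-0 had 197 ± 2.62 CPM, and the log2 fold change of *tt19-8* against Col-0 was 0.073 (SE 0.19, adjusted P = 0.903, edgeR's quasi-likelihood test). At At1g62930, Col-0 had 468 ± 8.81 CPM and the log2 fold change was 0.084 (adjusted P = 0.908). With tags of 21 nt alone the log2 fold changes were -0.068 at the siR6611 locus and -0.061 at At1g62930.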

Our results show that, because of the decreased accumulation of miR161.2 and the disabled RDR6-SGS3-DCL4 system in the *tt19* suppressors, the expression of siR6611 is decreased resulting in *SUS4* mRNA increasing (Supplementary Fig. 12d). Whether miR161.2 or additional miRNAs are affected in other anthocyanin biosynthesis mutants to explain the altered expression of genes involved in central metabolism remains to be determined.

Our findings are consistent with a model in which, under normal conditions, RDR6-SGS3-DCL4-controlled small RNAs maintain the homeostasis of central metabolism. In such conditions, the disabling of the small RNA pathway has modest consequences, reflected in the surprisingly normal phenotype of *rdr6/sgs3/dcl4* mutants^25,53–56^. When a specialized metabolic pathway is perturbed (such as resulting from the *tt19-8* mutation or from *PAP1* overexpression), small RNAs adjust expression of the enzymes and regulators involved in central metabolism to accommodate to this new condition. This model suggests the existence of a surveillance apparatus that communicates metabolic dysfunctions to the RDR6-SGS3-DCL4 system, and miR161.2 could be part of it. However, the many regulatory effects of flavonoids, particularly through the modulation of hormone function^49–52^, and the control of small RNAs by plant hormones (and *vice versa*)^57–59^ provide opportunities for the identification of other components of this surveillance system.

In conclusion, the search for *tt19* phenotypic suppressors resulted in the identification of a cross-talk mechanism between central metabolism and flavonoid biosynthesis that involves the RDR6-SGS3-DCL4 siRNA system. Whether similar mechanisms are involved in the coordination of central metabolism and other specialized metabolic pathway is not yet known, but both small RNAs and specialized metabolites are rapidly evolving^60,61^, providing ample opportunities for emerging synchronization, and for the metabolic engineering of desirable phytochemicals that might be limited by carbon flow from central metabolism.

## Methods

### Chemicals and instruments

Chemical standards (apigenin, luteolin, naringenin, eriodictyol, dihydrokaempferol, dihydroquercetin, kaempferol, quercetin, epicatechin) and HPLC grade solvents were purchased from Sigma (St. Louis, MO). Cyanidin (chloride), pelargonidin (chloride), peonidin (chloride) were purchased from Cayman Chemical (Ann Arbor, MI). Pictures of *Arabidopsis* seeds and seedlings were taken using a dissecting microscope with a Nikon SMZ1500 camera with a Nikon WD54 HR Plan Apo lens. A BioMate 3S UV-visible spectrophotometer (ThermoFisher Scientific, Waltham, MA) was used to measure absorbance.

### Plant materials and growth condition

*Arabidopsis thaliana* (L.) accession Columbia-0 (Col-0), *tt19-8* (SALK_105779), *tds4-4* (SALK_073183), *tt5-4* (GK_176H03), *rdr6-11*, *rdr6-15* (SAIL_617_H07), *sgs3-11*, *sgs3-14* (SALK_001394), *dcl4-2e*, *dcl4-2t* (GK_160G05), and *PAP1-D* lines were obtained from Arabidopsis Biological Resource Center (Columbus, OH). The primers for confirming the indexed T-DNA insertions (listed in Supplementary Table 2) were synthesized by Integrated DNA Technologies (Skokie, Il). All plants were grown in Suremix growth medium (Michigan Grower Products Inc, MI) under controlled conditions (22 °C and 16 h light/8 h dark photoperiod).

### Constructs

For generation of the *AtGSTF5* overexpression lines, two versions of the *AtGSTF5* CDS clones (WT and OPT) were synthesized by ThermoFisher Scientific and subsequently integrated into the pGWB502 binary vector resulting in the *p35S::AtGSTF5* (WT and OPT) constructs via LR reaction. For creation of the At*GSTF5* knockout lines, two CRISPR guide DNAs were designed by CRISPR-Plant (http://www.genome.arizona.edu/crispr/) and cloned into the Cas9 vector pHEE401E via a Golden Gate reaction. The resulting At*GSTF5* overexpression and CRISPR constructs were then introduced into *Agrobacterium tumefaciens* (GV3101) and used for transformation of *tt19-8* and *tt19-8* S2/S7/S8 by floral dip. For the selection of transformed lines, seeds were surface-sterilized and cultured on Murashige and Skoog (MS) solid media including 5% sucrose with hygromycin (50 mg/L).

### Anthocyanin inductive conditions and compound feeding assays

Experiments involving anthocyanin inductive conditions (AIC) were carried out^22,52^. Briefly, surface-sterilized seeds were spread in small Petri dishes with water containing 3% sucrose and incubated two days at 4 °C for stratification. After a cold treatment for two days, the seeds were cultured under continuous cool-white light with 20 xg shaking at 23 °C for four days. For compound feeding assays, *Arabidopsis* seedlings were grown in AIC for three days and then 100 μM of naringenin/quercetin/kaempferol were added for 24 h.

### EMS mutagenesis to isolate *tt19* suppressors

Taking advantage of the very low anthocyanin accumulation of *tt19-8* seedlings, we screened 2.5 g (~125,000) of EMS-treated seeds for potential dominant suppressors by scoring restoration of anthocyanin pigmentation of 4 day-old M_1_ seedlings grown in AIC. We then transferred ~10,000 of the M_1_ seedlings to soil, grew to maturity and collected into ~300 pools of M_2_ seeds. The recessive suppressors that restored anthocyanin accumulation were isolated from the M2 seed pools germinated under AIC.

### Anthocyanin extraction and composition analysis

*Arabidopsis* seedlings were grown in AIC for four days. Seedlings were then lyophilized and dry tissue weighted. Total anthocyanins were extracted with 50% methanol containing 3% formic acid at 200 μg of dry weight per μL of extraction buffer, overnight at room temperature. To evaluate total anthocyanin concentration, the extracts were subjected to spectrophotometry and absorbance at 532 nm was normalized to the dry weight of the tissue (and expressed as A_532_/mg of dry tissue). For HPLC, 20 μL of the acidic methanol extracts were analyzed with a 2695 Alliance HPLC system (Waters Corp., Beverley, MA) on a Symmetry C18 column (Waters, 3.5 μm 4.6 × 75 mm) at 35 °C with flow rate 1 mL/min. Buffer A corresponds to 5% formic acid in water and buffer B to 5% formic acid in acetonitrile. The gradient running condition was: 0 min, 100% A; 20 min, 75% A and 25% B; 22 min, 20% A and 80% B; 22.1 min, 100% B; 25 min, 100% B; 25.1 min, 100% A; and 30 min, 100% A. Anthocyanin profiles were recorded at 532 nm and individual anthocyanin peaks from the HPLC were collected and applied to the LC-MS/MS to determine anthocyanin composition^52^.

### Flavonoid quantification

Aglycone flavonoids were prepared by HCl hydrolysis^62^. Briefly, lyophilized *Arabidopsis* seedlings (four days in AIC) were soaked with 2 M HCl (1 mg dry weight in 10 μL) and incubated at 100 °C for 20 min. Half volume of isoamylalcohol (1 mg dry weight in 5 μL) was then mixed to extract and concentrate aglycone flavonoids (top layer after centrifugation). The amount of flavonoids in each sample was detected by multiple reaction monitoring (MRM) and quantified by comparing with flavonoid standards on high-performance reverse phase liquid chromatography coupled with triple quadruple mass spectrometer^63^ using Waters MassLynx v4.1 SCN805. For creating standard curves of flavonoid compounds, the flavonoid standards were dissolved in 80% of methanol with 0.1% formic acid. The UHPLC-MS/MS run was 10 min with a flow of 0.3 ml/min at 40 °C. The gradient was as follows with solvent A (0.1% formic acid in water) and solvent B (0.1% formic acid in acetonitrile): 0–0.5 min, 90% A and 10% B; 0.5–6 min, 50% A and 50% B; 6–8 min, 0% A and 100% B; and 8.01–10 min 90% A and 10% B.

### Untargeted metabolite profiling and LC-MS/MS data analysis

For extraction of total metabolites, lyophilized *Arabidopsis* seedlings (four days in AIC or water) were incubated with methanol/water (1/1, v/v) containing 0.1% formic acid and 1 μM telmisartan (internal standard) at the ratio 1 mg dry weight in 10 μL extraction buffer overnight at room temperature. After centrifugation at 10,000 xg for 5 min, the supernatant was then diluted ten times with 80% of methanol with 0.1% formic acid for LC-MS/MS analysis.

All the genotypes were analyzed in triplicate by LC-MS/MS using Acquity UHPLC system with HSS T3 C18 column (100 × 2.1 mm, 1.8 μM, Waters, Milford, MA) linked to the mass spectrometer (Xevo G2-XS QTOF, Waters). At a flow rate of 0.3 mL/min and the column temperature of 40 °C, a 10 min gradient run was applied with solvent A (0.1% formic acid in water) and solvent B (acetonitrile): 0–0.5 min, 100% A; 0.5–6 min, 50% A and 50% B; 6.01–6.5 min, 1% A and 99% B; 6.51–8.5 min, 1% A and 99% B; and 8.51–10 min 99% A and 1% B. Mass spectrum acquistion was performed in negative mode with m/z scan range at 50–2000.

All MS raw data files (.raw) were converted to mzXML format using ProteoWizard version 3^64^ and then uploaded to XCMS online^65,66^ (https://xcmsonline.scripps.edu/) for data processing. For all the samples, peak alignment (feature detection), candidate metabolite identification, MS/MS matching, and statistical analysis were performed. Feature detection and pairwise analysis were performed with the following paramerters: centWave method for feature detection (Δm/z = 15 ppm, minimum peak width = 5 s, and maximun peak width = 50 s); obiwarp method for retention time correction (profStep = 1); and settings for alignment (bw = 5, minfrac = 0.5, mzwid = 0.015) and statistics (Welch *t*-test). The total numbers of aligned features and pairwise cloud plots were exported from XCMS online and reported in Supplementary Data 1 and Supplementary Fig. 8, respectively.

### Quantitative RT-PCR

Total RNA was extracted using QIAGEN RNeasy Plant Mini Kit. First-strand cDNA was synthesized from 1.5 μg of RNA using SuperScript II Reverse Transcriptase (ThermoFisher Scientific) and then diluted 1:5 with nuclease-free water. Quantitative PCR was performed in a 10 μL of mixture including 5 μL of SYBR Green PCR Master Mix (ThermoFisher Scientific), 1.2 μL of gene specific primer pair (0.6 μL of each 5 μM forward and reverse primers), and 2 μL of the cDNA samples. Quantitative PCR was conducted with the ABI QuantStudio 7 Flex PCR system (ThermoFisher Scientific) with the following cycling conditions: 50 °C for 2 min, 95 °C for 10 min, then followed by 40 cycles of 95 °C for 15 s, 58 °C for 10 s, and 72 °C for 30 s. PCR results were processed and visualized using QuantStudio Real-Time PCR software v1.3 (ThermoFisher Scientific). The experiments were performed in biological replicates (3 or more) and the housekeeping gene *Actin2* was used as the internal control for normalization of expression levels. The primer set used in this study is listed in Supplementary Table 2.

### Whole-genome re-sequencing

Total genomic DNA from pooled leaves of 50 *Arabidopsis* BC_1_F_3_ pigmented plants and 50 non-pigmented plants were extracted using Wizard Genomic DNA Purification Kit (Promega, WI). The pooled gDNA samples were then sent to BGI genomic services (http://www.genomics.cn/en/index) for 150 bp paired-end Illumina sequencing. The raw data quality check was done using FastQC (v0.11.5). Reads were aligned to the *Arabidopsis* reference genome (TAIR10) using Bowtie2 (v2.3.4). In total, approximately 340 million paired end reads were obtained. The alignment files were sorted and converted to BAM files using samtools (v1.6). The Mpileup tool in SAMtools was used for SNP calling and the conversion into VCF matrix was carried out using bcftools (v1.2). Variants were parsed using vcftools (v0.1.15) to include only high-quality single SNPs, which were defined as those with a minimum read depth of 5, a maximum read depth of 200 and a minimum mapping quality greater than 20 (–minDP 5;–MaxDP 200;–MinMQ 20;–remove-indels). SNP frequency was then calculated and used to filter each of the suppressor lines. Filter criteria was based on common SNPs in each suppressor line which had an allele frequency greater than 0.8 in the samples from pigmented plants and less than 0.4 in the corresponding samples from non-pigmented plants.

### RNA-seq analysis

Total RNA was extracted from *Arabidopsis* seedlings in AIC for four days using QIAGEN RNeasy Plant Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions. Around 1 μg of RNA was used for construction of the RNA-seq libraries and sequenced with 100 bp paired-ends on an Illumina sequencing platform by BGI.

RNA-seq reads were evaluated for quality using FastQC (v.0.11.5). The reads were then aligned to the *Arabidopsis thaliana* reference genome (TAIR 10) using Hisat2 (v2.1). Raw read counts for gene features were then quantified from these alignments using FeatureCounts (v1.5). Transcript levels were calculated in transcripts per million (TPM). The R package DESeq2 (v1.24) was employed to test differential expression (DE) by paired contrast between *tt19-8* and Col-0 lines, and then between each suppressor lines against *tt19-8* and Col-0, and the resulting *P*-values were adjusted using the Benjamini and Hochberg’s method. Genes with an adjusted *P*-value <0.05 found by DESeq2 were assigned as differentially expressed, irrespectively of the fold change value, unless otherwise specified. The set of DE genes shared between different suppressor lines were assessed using a local R script and visualized using UpSetR package^67^.

Soft clustering was applied using Mfuzz (v2.44)^68^ on normalized centered gene expression values with an optimal fuzzifier value of 3.6 estimated from the total set of expressed genes (a total expression higher than 100 TPM using all the samples) to obtain a better view of the common behavior between the suppressor lines. The number of clusters was approximated by a built-in function and further adjusted until a suitable number of clusters appeared, i.e., without any empty group and with inter-cluster correlation value lower than 0.85.

### Small RNA-seq analysis

Total RNA was used to generate small RNA-seq library and sequenced with 50 bp single ends using the BGISEQ-500 platform. Adapter sequences were trimmed-off from the remaining high-quality sequences using Adapter Trimming for Small RNA-Sequencing tool (v0.3.2, http://www.bcgsc.ca/platform/bioinfo/software/adapter-trimming-for-small-RNA-sequencing) and sequences smaller than 15 nt were discarded. Unique small RNA tags were mapped to *Arabidopsis thaliana* reference genome (TAIR 10) using Bowtie (v1.1.2). In order to obtain miRNA abundance, we used the miRBase 22.1 database (http://www.mirbase.org/) annotations for *Arabidopsis thaliana*. The siRNA annotation was performed using compiled annotations from Araport11^41^.

In the global quantification analysis of small RNAs derived from miRNAs, *TAS* loci, transposable elements, and protein-coding genes, only small RNAs unique to single gene categories were included. For the quantification of small RNAs, we used a local Perl script for exact quantification, using loci length and read size restrictions depending of the small RNA category analyzed. For read normalization and differential expression analysis of small RNAs, we used edgeR (v3.26.5) to apply trimmed means of M-values as a normalization method (TMM) with FDR threshold value less than 0.05.

### Statistical analyses

Statistical analyses were conducted by GraphPad Prism 6.0c software (San Diego, California).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

Data supporting the findings of this work are available within the paper and the respective Supplementary Information files. A reporting summary for this article is available as a Supplementary Information file. The datasets generated and analyzed during the current study are available from the corresponding author upon request. The raw reads of RNA-seq and small RNA-seq were deposited in the NCBI Gene Expression Omnibus (GEO) and whole-genome re-sequencing data were uploaded to Sequence Read Archive (SRA) under accession numbers GSE136680 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136680], GSE136901 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136901], and PRJNA562949 [https://www.ncbi.nlm.nih.gov/Traces/study/?acc=PRJNA562949], respectively. Source data underlying Figs. 2, 3, and 5, and Supplementary Figs 6, 7, 9, 10b, c, e, 12a, b, and 13 are provided as a Source Data file.

## Source Data

Source Data

# Supplementary material for: Synergy between the anthocyanin and RDR6/SGS3/DCL4 siRNA pathways expose hidden features of Arabidopsis carbon metabolism
**Source:** Nat Commun. 2020 May 15;11:2456. doi: 10.1038/s41467-020-16289-3
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Summary of total aligned features between *tt19* suppressor lines or Col-0 and *tt19-8* by pairwise analyses using XCMS online.

File name: Supplementary Data 2

Description: List of 2,642 genes that were differential expressed between *tt19-8* and Col-0 under AIC.

File name: Supplementary Data 3

Description: Expression and Mfuzz clustering of 92 flavonoid-related genes in *tt19-8* and *tt19* suppressors against Col-0 under AIC.

File name: Supplementary Data 4

Description: Expression and Mfuzz clustering of 244 shared genes in all *tt19* suppressors against *tt19-8* under AIC.

File name: Supplementary Data 5

Description: Small RNA-seq differential expression analysis for miRs, tasiRNAs, and siRs among Col-0, *tt19-8*, *tt19-8* S2, and *tt19-8* S7 under AIC.

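For the miRNAs and *TAS* loci, 10 of 84 features differed between S2 and *tt19-8* at an adjusted P under 0.05 (3 higher and 7 lower in S2), 17 between S7 and *tt19-8* (8 higher and 9 lower) and 17 between S7 and S2 (10 higher and 7 lower in S7), by edgeR's quasi-likelihood test. The rises in S2 were those of miR845a (log2 fold change 1.11, SE 0.20, adjusted P = 0.00143), miR858b (0.89, SE 0.17, adjusted P = 0.00254) and miR395a, which shares its sequence with miR395d and miR395e (1.48, SE 0.38, adjusted P = 0.0202). For miR395a the adjusted P ranged from 0.00364 to 0.129 over the alternatives. In S7, miR845b was at least 6.51-fold higher than in *tt19-8*, where it had 1 to 3 counts per library. miR5024-5p and miR845a had log2 fold changes of 2.83 (SE 0.56, adjusted P = 0.00477) and 2.44 (SE 0.20, adjusted P = 6.6e-06). The largest falls in S7 were those of miR822-3p (-3.71, SE 0.48, adjusted P = 0.000289), miR839-5p (-3.31, SE 0.57, adjusted P = 0.00178) and miR822-5p (-2.88, SE 0.61, adjusted P = 0.00672).

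Of the 12183 genes tested, 472 differed between *tt19-8* and Col-0 (89 higher and 383 lower in *tt19-8*), 210 between S2 and *tt19-8* (69 higher and 141 lower in S2) and 2131 between S7 and *tt19-8* (921 higher and 1210 lower in S7). With 1 library left out in turn, these numbers lay between 110 and 275, 155 and 220, and 1444 and 2659, the last without S7 replicate 3. The first number fell in every such fit. In S2 the largest falls were at AT1G63070, AT1G63150 and AT1G62910 on chromosome 1, with log2 fold changes of -7.33, -7.30 and -7.05 and adjusted P between 3.0e-11 and 1.8e-10. AT1G62910 contains the siR6611 sequence, and its log2 fold change was -6.67 with tags at 1 genome position alone. Among the rises in S2 were *LDOX* (AT4G22880, log2 fold change 3.40, SE 0.40, adjusted P = 4.9e-06), *CHIL* (AT5G05270, at least 7.26-fold) and *LTP6* (AT3G08770, at least 2.15-fold). For *LTP6* in S2 the adjusted P of edgeR's quasi-likelihood test, 0.0103, became 0.0541 without *tt19-8* replicate 2 and 0.0622 without *tt19-8* replicate 3. In S7 *LTP6* was at least 3.14-fold and AT3G21980 at least 13.8-fold higher, and *NIA1* (AT1G77760), on chromosome 1 from 29235721 to 29239484, rose from 165 ± 34.4 to 3228 ± 612 CPM (log2 fold change 4.28, SE 0.16, adjusted P = 1.6e-14). AT4G23870 was at least 3.91-fold and *LSH2* (AT3G04510) at least 4.86-fold lower in S7, and AT5G04435 had a log2 fold change of -4.51 (SE 0.48, adjusted P = 6.3e-07). Between *tt19-8* and Col-0, AT5G46873, AT2G08075 and AT1G09245 were at least 4.18-, 2.26- and 22.3-fold higher in *tt19-8*, and AT4G05605 and AT3G22955 at least 7.23- and 13.3-fold lower. AT2G36010 (*E2F3*) had a log2 fold change of -5.54 (SE 1.00, adjusted P = 0.00267) that rests largely on Col-0 replicate 1, with 11881 counts. This gene was not called with DESeq2, where the log2 fold change was -5.50.

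Of the paper's 204 gene loci called between S2 and *tt19-8* in Supplementary Data 5, 109 were tested here under the same identifier, 96 changed in the same direction and 77 were also called. For S7 and *tt19-8* these numbers were 692, 509, 487 and 375, and for *tt19-8* and Col-0 they were 152, 82, 73 and 49. Of the paper's 40 and 55 miRNAs and *TAS* loci called for S2 and S7, 21 and 28 were tested here, 20 and 22 changed in the same direction and 8 and 10 were also called.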

File name: Supplementary Data 6

Description: Prediction of siR6611 target sites by psRNAtarget analysis.

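The target site of siR6611 in *SUS4* listed in Supplementary Data 6, TCGACGAGAAGTATCACTTTT, lies on chromosome 3 of TAIR10.1 from 15180604 to 15180624 on the minus strand, in exon 9 of 13 and inside the coding sequence. With 30 nt on each side, the transcript sequence is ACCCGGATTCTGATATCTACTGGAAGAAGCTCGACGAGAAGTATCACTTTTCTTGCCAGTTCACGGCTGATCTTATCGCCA. Of the 21 positions of the duplex of siR6611 with this site, 15 are Watson-Crick pairs, 3 are G:U pairs and 3 are mismatches. The paper's expectation for the site, a penalty score in which lower values stand for better pairing, is 3.5, and 5 of the 152 transcripts listed have a lower one. No degradome data are among the values used here, and cleavage at the site was not analysed here.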

How the deposited data were processed for this re-analysis (not part of the article)

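Small RNA libraries from total RNA of Col-0, *tt19-8*, *tt19-8* S2 and *tt19-8* S7 seedlings, 3 replicates per genotype and 12 in all, were analysed after 4 days in AIC with 3% sucrose. The authors sequenced 50-nt single-end reads on the BGISEQ-500 platform, trimmed the adapters and discarded the shortest sequences. They deposited, for each library, a list of tags with a count for each tag, without mapping or normalization. These deposited counts have the properties of numbers of distinct 50-nt reads per tag, since every untrimmed 50-nt tag has a count of 1 and the highest count falls with tag length to 1 at 38 nt. The paper's text does not name such a step. Between 8.01% and 10.6% of the counts per library belonged to tags with an undetermined base. The paper states that the raw reads were also deposited. They were not used here, and the steps from reads to tag counts were not repeated.

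Tags of 18 to 30 nt were matched to the TAIR10.1 genome with 0 mismatches by a program written for this purpose in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and Numba 0.67.0. The paper mapped to TAIR10. The 152 predicted target transcripts of Supplementary Data 6 have the same coordinates and strand in the annotation used here. The matching program was tested on 700 simulated tags for each of 4 lengths, and it found all expected positions and 0 others. Features were counted from tags of 20 to 24 nt. The annotation gave 428 mature miRNA entries with 350 distinct sequences, of which 259 had at least 1 count, 8 *TAS* loci, and 36709 genes, of which 35049 had at least 1 count. miRNAs with identical mature sequences were counted as 1 feature, and genes that share tags were each given the full count, so that the values of members of a gene family are not independent. The compiled list of siRNA loci and the transposable elements that the paper also counted were not analysed here, except for the siR6611 locus, whose coordinates Supplementary Data 5 gives.

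Genotypes were compared as *tt19-8* against Col-0 and each suppressor against *tt19-8*, with S7 against S2 as a direct test of whether the suppressors differ, and each suppressor against Col-0 for the named miRNAs. Counts were normalized with the TMM method and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 fit of all 12 libraries with a coefficient per genotype, after edgeR's filter on low counts. The family of miRNAs and *TAS* loci had 84 tested features and the family of genes 12183 and the siR6611 locus. The P-values were adjusted by the Benjamini-Hochberg method within each family and comparison, with a threshold of 0.05. The share of 21-nt *TAS* tags and features that did not pass the filter were compared with an exact two-sided permutation test, whose smallest P is 0.1 for 3 libraries against 3. Folds against a genotype whose libraries all had 3 counts or fewer were computed against that floor and given as lower bounds. Standard errors cover counting error and the spread between libraries. The lower bounds set a genotype's mean against the floor and leave out counting error and spread in that mean. Neither covers the difference between distinct reads and numbers of reads.

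The fit was tested on simulated counts with the means and library sizes of the real data. Features were changed in S2 by whole log2 units, so that recovery of smaller changes was not tested. It recovered 80% of 40 changed miRNAs and *TAS* loci among 84, with 0 false calls, and 82.5% of 200 changed genes among 12184, with 17 false calls among 182 (9.34%). Replicate numbers are those of the sample labels. They are shared between genotypes, but each library comes from its own seedlings, and the paper names no pairing.

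The small RNAs and loci named in the text are those the paper names and, in each family and comparison, the 3 with the largest rise and the 3 with the largest fall among those past the threshold whose libraries did not overlap between the genotypes. This rule, the tests and the alternatives were set before the data were examined. The alternatives were the likelihood ratio test, DESeq2 1.42.0 with its size factors, those size factors in edgeR, no TMM normalization, no filter or a mean of at least 10 counts, a fit of the 6 libraries compared, a prior count of 2 in place of 0.125, the replicate block, tags at 1 genome position, tags of 21 nt or of 24 nt, miRNA tags with ends within 2 nt of the annotated ends, TMM factors from the miRNAs alone, other denominators, lengths or strands for the *TAS* share, and leaving out each library in turn. The sequence of TAS4-siRNA81(-) and the list of the 13 carbohydrate metabolic process-related genes are not given by identifier in the text, and neither was analysed here apart from *SUS4*.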

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

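The tests of size selection, shared tags, messenger RNA fragments and other splits of the libraries were chosen only after the results they test were seen.

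The direct comparison of S7 with S2 differed at an adjusted P under 0.05 for 17 of the 84 miRNAs and *TAS* loci, 10 higher and 7 lower in S7 (edgeR's quasi-likelihood test). The log2 fold changes of S7 against S2 were 4.97 for *TAS4*, 4.19 for *TAS2*, 3.93 for *TAS1a*, 3.83 for *TAS1b*, 3.63 for *TAS1c* and 3.47 for *TAS3a*, and the 3 libraries of S7 all lay above the 3 of S2 at each of these loci. *TAS3c*, with 0 to 2 counts per S2 library, was higher in S7 by at least 3.33 on the log2 scale, computed against the floor. The siR6611 locus, tested among the genes, was higher in S7 by at least 4.53 on the log2 scale. All of these were higher in S7 under every scaling alternative. Without TMM normalization, however, the median log2 fold change of S7 against S2 over the reported features shifted by 0.54 and the number of calls became 26, of which 23 were higher in S7. Among the 10 splits of the 6 libraries, 4 part all 3 same-numbered pairs as the real one does. Of these 4, only 1, the real one, gave 17 calls or more, and none of the other splits among the 10 gave more than 1 call. The smallest share possible is 1 of 4, so that no outcome of this count would have excluded a random division of the libraries.

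Tags shared between related loci do not account for the difference at *TAS4*: with tags at 1 genome position alone, the log2 fold change of S7 against S2 was 5.00. The design offers a biological explanation, since S2 carries a mutation in *RDR6* and S7 one in *DCL4*, and loss of DCL4 may leave precursors that are processed to other lengths. That reading rests on the same libraries in which the pattern was found.

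*TAS* tags of 22 nt were higher in S7 than in *tt19-8* by 2.25 on the log2 scale, in 3 of 3 libraries against all 3 *tt19-8* libraries (exact two-sided permutation test, P = 0.1, the smallest possible). The paper's source data list between 176095 and 366120 *TAS* reads of 22 nt per S7 library, against 5361 to 24820 in *tt19-8*. If the S7 libraries had been selected for longer molecules, the ratio of 22-nt to 21-nt tags would have risen at miRNA loci too. That ratio changed by 0.18 on the log2 scale at miRNA loci and by 3.11 at *TAS* loci. It also rose by 0.83 at gene loci, so that the shift was not confined to *TAS* loci, and by 1.31 at *TAS* loci in S2, where few tags were left. A change of processing in S7 that is largest at *TAS* loci is a candidate explanation that remains.

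miR839-5p, miR822-3p and miR822-5p were lower in S7 than in S2 by log2 fold changes of -4.23, -3.61 and -3.08 (adjusted P = 9.1e-05, 8.8e-05 and 0.00176), with 0 to 10 counts per S7 library for these 3 miRNAs. In all 3 cases the S7 libraries lay below the S2 libraries. With each library left out in turn, the log2 fold change of miR839-5p stayed between -5.32 and -3.69. No technical or biological explanation was tested for these miRNAs apart from the splits of the libraries above.

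*NIA1* is a gene outside those the paper discusses for small RNAs. Its tags rose in S7 by a log2 fold change of 4.28 against *tt19-8* (adjusted P = 1.6e-14), from 165 to 3228 CPM. Fragments of the messenger RNA would lie mainly on the sense strand. In S7 52.5% of the *NIA1* tags were antisense and 58.5% were 22 nt long, against 26.3% and 21.2% in *tt19-8*. Among the *TAS4* targets, *PAP1* (AT1G56650, chromosome 1 from 21233555 to 21235292) had 51.1 ± 6.53 CPM (SD, n = 3) in S7 against 8.63 ± 2.89 in *tt19-8*, a log2 fold change of 2.54 (SE 0.26, adjusted P = 3.7e-07). In S7 50.5% of the *PAP1* tags were antisense and 62.4% were 22 nt long, against 73.5% and 5.88% of 34 tags in *tt19-8*, so that the antisense share of *PAP1* fell while that of *NIA1* rose. Antisense shares near 50% in S7 go against messenger RNA fragments as the main source there. The rise of 22-nt tags may reflect small RNAs made from these transcripts in the absence of DCL4, a hypothesis that was formed and tested on the same libraries.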

How the results depend on the processing

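Every result was recomputed under each alternative that could give a value. An alternative gave none where a feature did not enter the fit, as at the siR6611 locus with tags at 1 genome position. For the named small RNAs and loci, 1403 values were obtained for 83 results, and 1320 kept the direction and the side of the threshold. Another 40 were no longer past the threshold, 14 were newly past it and 29 were reversed. The fits that left out 1 library gave 474 of these values, of which 441 kept direction and side, 19 were weaker, 5 stronger and 9 reversed. The cause was not tested for any of the changes below.

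The S2 fall of the 21-nt *TAS* share, a log2 ratio of -4.42, was -4.00 per mature miRNA count and -3.94 with *TAS* tags of 20 to 24 nt. The S7 ratio of -0.83 became 0.93 with tags of 20 to 24 nt. With 1 library left out, these ratios lay between -4.53 and -4.36 in S2 and between -1.12 and -0.70 in S7. With *TAS* tags of 21 nt only, the S7 log2 fold changes of *TAS1a* and *TAS1c*, 0.35 and 0.16, were -1.46 and -1.48, and that of *TAS4*, 2.01, was 0.096 (adjusted P = 0.734). With 1 library left out, *TAS1c* ran from -0.0031 to 0.29. *TAS1a* in S7, with an adjusted P of 0.1996, was past the threshold as higher without TMM (0.55, adjusted P = 0.0327) and without S7 replicate 3 (0.53, adjusted P = 0.0389), and as lower with *TAS* tags of 21 nt only, over a range from 8.5e-05 to 0.456. *TAS3b* in S2 was past it without TMM (adjusted P = 0.0282, within 0.0282 to 0.431). *TAS1b*, *TAS3b* and *TAS3c* in S7 were past the threshold by little, with adjusted P of 0.0445, 0.0228 and 0.0404. *TAS1b* lost it with the likelihood ratio test (0.0733), DESeq2 (0.135), its size factors in edgeR (0.109), no TMM (0.381), no filter (0.476), the replicate block (0.0630), miRNA ends within 2 nt (0.0885) and TMM factors from the miRNAs (0.0723). *TAS3b* lost it with DESeq2 (0.0681), the fit of 6 libraries (0.0540) and tags at 1 position (0.0975), and *TAS3c* with DESeq2 (0.0602), the replicate block (0.0815) and the fit of 6 libraries (0.0507). Over the fits that left out 1 library, their adjusted P ran from 0.0374 to 0.214, 0.0308 to 0.0792 and 0.0143 to 0.116. miR858b in S2 lost it without TMM (0.0958), and miR5024-5p in S7 with miRNA ends within 2 nt (0.0541). Among gene loci, *LTP6* in S2 was no longer past the threshold without *tt19-8* replicate 2 (0.0541) and without *tt19-8* replicate 3 (0.0622). The same held for *ARF4* in S7 without S7 replicate 1 (0.0552). AT2G36010 between *tt19-8* and Col-0 was not called with DESeq2, at a log2 fold change of -5.50.

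The number of miRNAs and *TAS* loci called between *tt19-8* and Col-0, 0 (9 at an unadjusted P under 0.05), was 2 with the likelihood ratio test and 2 without the filter on low counts, and from 0 to 1 over the 6 fits that each left out 1 library. For S7 against *tt19-8* the number was 17, against 11 in the fit of the 6 libraries compared and from 9 to 24 with 1 library left out. For S7 against S2 it was 17, against 26 without TMM normalization and from 12 to 15 with 1 library left out. The numbers for S2 against *tt19-8* lay between 8 and 12 over the other alternatives, against 10.

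The 472 gene loci called between *tt19-8* and Col-0 became 191 with DESeq2, 1005 in the fit of 6 libraries, 169 with tags at 1 genome position, 93 with tags of 21 nt and 155 with tags of 24 nt, and from 110 to 275 with 1 library left out. Between S2 and *tt19-8*, 210 became 62 with tags of 24 nt, and from 155 to 220 with 1 library left out. Between S7 and *tt19-8*, 2131 became 1292 with DESeq2, 1029 with tags of 21 nt and 1229 with tags of 24 nt, and from 1444 to 2659 with 1 library left out.

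The balance of higher and lower calls moved with the scaling. Between S2 and *tt19-8*, 3 miRNAs and *TAS* loci were higher and 7 lower, against 1 and 9 without TMM normalization. For S7 against *tt19-8*, 8 higher and 9 lower became 8 and 4 with DESeq2, 10 and 6 with its size factors in edgeR, 11 and 4 without TMM, and 8 and 6 with TMM factors from the miRNAs alone. For S7 against S2, 10 and 7 became 9 and 4, 10 and 6, 23 and 3, and 11 and 4, respectively. Among gene loci, 89 higher and 383 lower in *tt19-8* than in Col-0 became 121 and 286 with DESeq2's size factors in edgeR, and 69 higher and 141 lower in S2 became 177 and 125 without TMM. In S7, 921 higher and 1210 lower became 1051 and 1019 without TMM, so that the larger number was then the higher ones. Without TMM, the median log2 fold change of the reported miRNAs and *TAS* loci shifted by 0.21 for *tt19-8* against Col-0, -0.33 for S2 against *tt19-8*, 0.20 for S7 against *tt19-8* and 0.54 for S7 against S2, and that of gene loci in S2 by 0.10. TMM factors from the miRNAs alone shifted it by -0.12 in S2 against *tt19-8* and 0.16 in S7 against S2, and DESeq2's size factors by 0.10 in S7 against *tt19-8*.

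Differences that lay near 0 changed sign. miR167a-5p in S7 against *tt19-8*, at -0.028, was 0.080 with DESeq2, 0.080 with its size factors in edgeR, 0.18 without TMM, 0.070 without the filter, 0.014 in the fit of 6 libraries, 0.069 with *TAS* tags of 21 nt only and 0.024 with TMM factors from the miRNAs, and from -0.12 to 0.11 with 1 library left out. In S2 against Col-0, at -0.041, it was 0.010 with DESeq2 and with its size factors in edgeR, 0.10 without the filter, 0.032 with the replicate block and 0.047 with miRNA ends within 2 nt, and from -0.32 to 0.29 with 1 library left out. Its left-out ranges were -0.038 to 0.64 for *tt19-8* against Col-0 and -0.031 to 0.64 for S7 against Col-0. miR164b-5p in S2 against *tt19-8*, at 0.29, was -0.088 without TMM and from -0.0094 to 0.64 with 1 library left out. The siR6611 locus in *tt19-8* against Col-0, at 0.073, was -0.068 with tags of 21 nt and -0.41 with tags of 24 nt, and At1g62930, at 0.084, was -0.011 with tags at 1 position, -0.061 with 21 nt and -0.39 with 24 nt.

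Same-numbered libraries of different genotypes did not deviate together: the mean correlation of their deviations from the genotype means was -0.0998 over miRNAs and *TAS* loci and 0.00630 over gene loci (18 pairs). For miRNAs and *TAS* loci, over 3 pairs each, it was -0.240 in S2 and *tt19-8*, 0.0240 in *tt19-8* and Col-0, 0.0727 in S7 and *tt19-8* and 0.0969 in S7 and S2. With the replicate block, the calls among miRNAs and *TAS* loci were 9 in S2 and 14 in S7 against *tt19-8* and 12 in S7 against S2, compared with 10, 17 and 17 without it. Those among gene loci were 460 between *tt19-8* and Col-0, 211 in S2 and 2043 in S7, compared with 472, 210 and 2131. The log2 ratio of the *TAS* share was -4.41 in S2 and -0.87 in S7 when paired.

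Low counts limit miR158b, miR161.2, miR828 and *SUS4*, whose libraries had 24 counts or fewer. They also limit the S2 values of *TAS3c* and the siR6611 locus, which lie at the floor of 3 counts. If counts are numbers of distinct reads, low counts need not stand for few reads.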

Differences from the paper's values

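Where no alternative is named below, none of the alternatives compared closed the gap, all of them set before the data were examined. A log2 fold change was taken as differing when it lay further from the paper's than its SE or had the other sign, and a count or a bound when it differed by more than 1.5-fold, so that a closed gap is one within these limits. The paper's values are those of Supplementary Data 5.

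For S2 against *tt19-8*, the paper's log2 fold changes of *TAS1a*, *TAS1b*, *TAS1c*, *TAS2* and *TAS3a* are -6.46, -6.94, -5.88, -5.93 and -6.20, and the values here were -3.57, -4.33, -3.48, -4.54 and -3.72. For *TAS4* the paper's value is -4.32 and the value here was -2.96, and -4.17 with *TAS* tags of 21 nt only, which closed the gap. For S7 against *tt19-8*, the paper's values for *TAS1a*, *TAS1b*, *TAS1c*, *TAS3a* and *TAS4* are -1.73, -1.50, -2.46, -0.91 and 3.88, and those here were 0.35, -0.50, 0.16, -0.25 and 2.01. With *TAS* tags of 21 nt only, *TAS1a*, *TAS1c*, *TAS2* and *TAS3a* were called lower in S7, as in the paper for *TAS1a*, *TAS1c* and *TAS3a*, with log2 fold changes of -1.46, -1.48, -1.87 and -2.11. The same setting moved *TAS4* in S7 further from the paper, to 0.096 (adjusted P = 0.734), and took *TAS1b*, at -2.51, and *TAS3a* past the paper's values.

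For miR167a-5p the paper's log2 fold changes against *tt19-8* are -3.15 in S2 and -3.60 in S7, and the values here were -0.28 and -0.028. For miR845a they are 2.71 and 4.80 against 1.11 and 2.44 here. For miR822-3p in S7 the paper's value is -2.88 and the value here -3.71. Counting miRNA tags with ends within 2 nt, a prior count of 2 and leaving out S7 replicate 1 each closed that gap.

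At the siR6611 locus the paper's log2 fold changes are -3.69 in S2 and -3.39 in S7. Here the value in S2 was a bound of -7.26, computed against the floor of 3 counts, and the value in S7 was -3.01. For the bound no alternative was compared. At At1g62930 the paper's values are -5.97 and -3.63 and those here -6.75 and -2.76. The gap in S7 was closed without S7 replicate 3, at -3.63. For *ARF4* in S2 the paper's value is -1.20 and the value here -2.21, for AT1G63150 in S2 -9.07 and -7.30, and for AT2G36010 in *tt19-8* against Col-0 -8.89 and -5.54. The gap at AT1G63150 was closed with tags at 1 genome position, at -9.17. In S7 the paper's values for *NIA1* and *PAP1* are 5.28 and 3.38, and those here 4.28 and 2.54.

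The paper lists 3 miRNAs or *TAS* loci higher and 3 lower in *tt19-8* than in Col-0, against 0 and 0 here (9 at an unadjusted P under 0.05). Without the filter on low counts 2 were higher, within 1.5-fold of the paper's 3. In S2 the paper lists 29 higher and 11 lower than in *tt19-8*, against 3 and 7 here. The gap for the lower ones was closed without TMM normalization, without the filter, with miRNA ends within 2 nt and without *tt19-8* replicate 3, and not by the other alternatives. In S7 the paper lists 37 higher and 18 lower, against 8 and 9 here. Of gene loci, the paper lists 88 lower in *tt19-8* than in Col-0, against 383 here, and the gap was closed with tags at 1 genome position, with tags of 21 nt, with tags of 24 nt and in 4 of the 6 fits that left out 1 library. It lists 39 higher in S2 than in *tt19-8*, against 69 here, a gap closed with DESeq2, with tags of 24 nt and in 5 of the 6 fits that left out 1 library. It lists 266 higher and 426 lower in S7, against 921 and 1210 here, and with tags of 21 nt 620 were lower, within 1.5-fold of the paper's number.

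The paper states that 5 miRNAs differ between *tt19-8* and Col-0, with miR158b, miR167a-5p and miR399c-5p higher and miR161.2 and miR164b-5p lower in *tt19-8*. It refers to Supplementary Fig. 12b, whose source data give a t-test for miR167a-5p, not the adjusted test used here. miR167a-5p is not in the list of Supplementary Data 5 for this comparison. In those source data the replicate values are nearly proportional over the 5 miRNAs. For Col-0, replicate 2 over replicate 1 lies between 0.751046 and 0.751235. None of the 5 miRNAs passed the threshold here. miR399c-5p passed it with the likelihood ratio test (adjusted P = 0.0488), without the filter on low counts (adjusted P = 0.0140) and without *tt19-8* replicate 3 (adjusted P = 0.0280), over a range from 0.0140 to 0.531 across all alternatives. The log2 ratio of miR158b was 1.28 and the log2 fold changes of miR167a-5p and miR164b-5p were 0.24 and -0.55, in the directions the paper states. The paper states that the rise of miR158b persists in both suppressors. Here miR158b had 3, 2 and 2 counts in S7 against 4, 7 and 4 in *tt19-8* (exact two-sided permutation test, P = 0.1, the smallest possible). It was at least 2.55-fold lower against the floor, a bound that leaves out counting error. Counts this low cannot decide whether the rise persists in S7. The paper also states that the effect of *tt19-8* on miR399c-5p, miR167a-5p and miR164b-5p is lost in S2 and S7. No difference from *tt19-8* passed the threshold here for these miRNAs. Settings that gave one were leaving out *tt19-8* replicate 3 for miR399c-5p (adjusted P = 0.0211 in S2, within 0.0211 to 0.577 over the left-out fits, and 0.0214 in S7, within 0.0214 to 0.352). For miR164b-5p in S7 they were DESeq2 (adjusted P = 0.0375), its size factors in edgeR (0.0484), *TAS* tags of 21 nt only (0.0477) and leaving out *tt19-8* replicate 2 (0.00730), within 0.00730 to 0.150. The paper states that 21-nt tasiRNA formation is abolished in the suppressors, and in S7 56.2% of the *tt19-8* share of 21-nt *TAS* tags was left. The paper's source data also list 21-nt *TAS* reads in S7, between 45620 and 54730 per library against 83597 to 168767 in *tt19-8*, so that the difference lies in the wording and not in these values.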

Other observations

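The values of *ARF4*, *PAP1*, *PAP2* and miR828, which the paper names, come from tests set before the data were examined. All other tests in this part were chosen only after the results they concern were seen.

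The smaller changes at *TAS* loci than in the paper may come from the counts. If a count is a number of distinct reads, it saturates for abundant tags, and the change should shrink more at *TAS* loci than at genes. For S2 against *tt19-8*, the log2 fold change found here was a median of 0.611 of the paper's over 6 *TAS* loci and 0.928 over the gene loci called in both. Of the paper's gene loci tested here, 77 of 109 were also called, and the rest are missing from that median. This selection favours a higher gene ratio, so that the contrast cannot decide whether saturation is the cause. In the paper's source data, between 83597 and 168767 normalized 21-nt *TAS* reads per *tt19-8* library are listed, against 1709 to 3449 counts here. Saturation alone does not explain S7, where *TAS1a* and *TAS1c* had log2 fold changes of 0.35 and 0.16 against -1.73 and -2.46 in the paper, in the opposite direction. With *TAS* tags of 21 nt only they were -1.46 and -1.48, so that their sign here depended on the tag lengths counted. The paper states that it limited read sizes by small RNA category. The same setting moved *TAS4* in S7 further from the paper.

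In S2, 50.7% of the 21-nt *TAS* tags that were left were antisense, against 49.1% in *tt19-8*, which goes against fragments of the *TAS* transcripts. Tags carried over from other libraries could also leave such a remainder. At the loci with small RNAs in Col-0 and nearly none in *tt19-8*, described below, S2 had 0.881% of the Col-0 level, against 4.67% of the *tt19-8* level for 21-nt *TAS* tags, so carry-over cannot be told apart from a remaining production of tasiRNAs for part of the remainder.

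In S7, 21-nt small RNAs of replicate 3 differed from those of replicates 1 and 2. At 90 gene loci whose 21-nt tags in replicate 1 were under 10% of the *tt19-8* level, a median of 31.7% was left in replicate 3 (quartiles 24.6% and 36.6%) and 3.93% in replicate 2. At 95 loci chosen on replicate 2, the medians were 4.17% in replicate 1 and 31.6% in replicate 3. In S2, 26 loci chosen the same way on replicate 1 had medians of 0.924% and 0.795% in the other replicates. Replicate 3 had fewer 24-nt tags, 42.8% of its genome-matching tags of 20 to 24 nt against 58.2% and 57.2%, which raises every other share. Per mature miRNA count the medians at the 90 loci were 4.23% in replicate 2 and 21.9% in replicate 3, so that this does not account for the whole difference. Material with a working DCL4 mixed into S7 replicate 3 is a candidate explanation for these loci. The *TAS* loci were divided. Over all of them the 21-nt tags per mature miRNA count were 0.0849, 0.0775 and 0.0847 in the 3 replicates, and 0.0415, 0.0314 and 0.0409 without *TAS4*, which does not set replicate 3 apart. At *TAS1b* they were 0.00228, 0.00154 and 0.00412 and at *TAS3a* 0.00431, 0.00255 and 0.00522, highest in replicate 3. Col-0 seedlings as that material are not borne out, since 0 tags were found in replicate 3 at the loci that Col-0 has and *tt19-8* lacks, where 18.3 would be expected. Shortening of 22-nt small RNAs was tested at *NIA1*, where the ratio of 21-nt to 22-nt tags in replicate 3 was 1.15 times that in replicates 1 and 2, too little for the difference at the 90 loci. The ratio of 22-nt to 21-nt tags in the 3 replicates was 3.25, 3.76 and 2.12 at *TAS* loci, 1.41, 1.52 and 1.12 at gene loci and 0.227, 0.243 and 0.193 at miRNA loci. Tags of 17 nt made up 0.837%, 1.19% and 5.43% of all counts and tags of 25 nt 5.19%, 5.18% and 2.52%. A part of the difference therefore cannot be told apart from a general shift of replicate 3 to shorter tags. No tag covered the reference base at the *DCL4* mutation in S7, so that the mixture could not be tested at the mutation itself.

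Library size does not account for the gene loci called. With each library thinned to 1056741 genome-matching tags, 339 loci were called between *tt19-8* and Col-0, 163 in S2 and 1489 in S7, or 71.8%, 77.6% and 69.9% of the counts before thinning, and 309, 143 and 1364 of them were among those called before.

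Part of the changes at gene loci may follow the messenger RNA. Across genes in the paper's lists of changed messenger RNAs, the Spearman correlation of the paper's log2 change with the small RNA log2 fold change was 0.34 over 936 genes for *tt19-8* against Col-0, 0.55 over 144 genes in S2 and 0.57 over 144 genes in S7. The permutation P was 1e-05 for each of the 3 relations, the smallest that 100000 permutations can give, and 1e-05 after adjustment; genes are not independent replicates. *LDOX* and *CHIL* in S2, with 2.61% and 3.23% antisense tags, fit this reading.

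Other splits of the libraries gave fewer calls. Among the 4 splits that part all 3 same-numbered pairs, only the real one, 1 of 4, gave as many calls for S2 and for S7 against *tt19-8*, among miRNAs and *TAS* loci and among gene loci, and for gene loci between *tt19-8* and Col-0. The other splits gave at most 1 call among miRNAs and *TAS* loci and 0 among gene loci, where between 245 and 1191 genes had an unadjusted P under 0.05. For miRNAs and *TAS* loci between *tt19-8* and Col-0, 4 of 4 splits gave as many as the 0 calls of the real one, which had 9 at an unadjusted P under 0.05. The remaining 6 of the 10 splits part 1 same-numbered pair. None of them gave more than 1 call either. The smallest share possible is 1 of 4, so that no outcome of these counts would have excluded a random division of the libraries.

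The fall of small RNAs at At1g62930 is not explained by tags shared with its relatives: with tags at 1 genome position alone, the log2 fold change against *tt19-8* was -2.40 in S7 and -5.42 in S2.

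AT2G36010 (*E2F3*, chromosome 2 from 15119516 to 15123184) had 20596 tags of 18 to 30 nt in Col-0 replicate 1 and between 36 and 607 in the other libraries. In Col-0 replicate 1, 95.5% of these tags lay in the coding sequence, which makes up 45.0% of the gene, 52.7% were on the minus strand, and 12.7% and 12.8% were 21 and 24 nt long. The other libraries had between 88.9% and 97.4% in the coding sequence and between 47.2% and 58.9% on the minus strand. The number of tags, and not their position or strand, therefore sets Col-0 replicate 1 apart in this pattern. A cloned copy of the coding sequence as a contaminant may explain this pattern, and the difference between *tt19-8* and Col-0 at this gene cannot be told apart from it. Without Col-0 replicate 1, the log2 fold change of *tt19-8* against Col-0 was -1.63.

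AT4G05605 and AT3G22955 together had 89, 47 and 88 tags in the Col-0 libraries and 0 to 2 in every other library. Within 5000 bp to either side, the level in *tt19-8* was 87.5% of that in Col-0, which goes against loss of a larger region. No biological explanation was tested.

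*ARF4* tags were lower than in *tt19-8* by log2 fold changes of -2.21 in S2 (SE 0.27, adjusted P = 9.0e-06) and -0.97 in S7 (SE 0.24, adjusted P = 0.00746), in 3 of 3 libraries each. Without S7 replicate 1, the *ARF4* value in S7 was -0.75 and no longer past the threshold (adjusted P = 0.0552, edgeR's quasi-likelihood test). *PAP1* in S2 had a log2 fold change of -0.42 (adjusted P = 0.635), and *PAP2* had 0.73 in S2 (adjusted P = 0.513) and 0.72 in S7 (adjusted P = 0.339). miR828 had 1, 2 and 1 counts in *tt19-8*, 5, 5 and 3 in S2 and 8, 7 and 3 in S7 (exact two-sided permutation test, P = 0.1 for each suppressor, the smallest possible). *TT19* had 19, 6 and 11 tags in Col-0, 0, 0 and 3 in *tt19-8*, 5, 4 and 4 in S2 and 9, 3 and 3 in S7.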
